# The LRXs-RALFs-FER module controls plant growth and salt stress responses by modulating multiple plant hormones

**DOI:** 10.1093/nsr/nwaa149

**Published:** 2020-06-30

**Authors:** Chunzhao Zhao, Wei Jiang, Omar Zayed, Xin Liu, Kai Tang, Wenfeng Nie, Yali Li, Shaojun Xie, Yuan Li, Tiandan Long, Linlin Liu, Yingfang Zhu, Yang Zhao, Jian-Kang Zhu

**Keywords:** salt stress, cell wall integrity, growth, LRX, RALF, FER, hormone

## Abstract

Salt stress is a major environmental factor limiting plant growth and productivity. We recently discovered an important new salt tolerance pathway, where the cell wall leucine-rich repeat extensins LRX3/4/5, the RAPID ALKALINIZATION FACTOR (RALF) peptides RALF22/23 and receptor-like kinase FERONIA (FER) function as a module to simultaneously regulate plant growth and salt stress tolerance. However, the intracellular signaling pathways that are regulated by the extracellular LRX3/4/5-RALF22/23-FER module to coordinate growth, cell wall integrity and salt stress responses are still unknown. Here, we report that the LRX3/4/5-RALF22/23-FER module negatively regulates the levels of jasmonic acid (JA), salicylic acid (SA) and abscisic acid (ABA). Blocking JA pathway rescues the dwarf phenotype of the *lrx345* and *fer-4* mutants, while disruption of ABA biosynthesis suppresses the salt-hypersensitivity of these mutants. Many salt stress-responsive genes display abnormal expression patterns in the *lrx345* and *fer-4* mutants, as well as in the wild type plants treated with epigallocatechin gallate (EGCG), an inhibitor of pectin methylesterases, suggesting cell wall integrity as a critical factor that determines the expression pattern of stress-responsive genes. Production of reactive oxygen species (ROS) is constitutively increased in the *lrx345* and *fer-4* mutants, and inhibition of ROS accumulation suppresses the salt-hypersensitivity of these mutants. Together, our work provides strong evidence that the LRX3/4/5-RALF22/23-FER module controls plant growth and salt stress responses by regulating hormonal homeostasis and ROS accumulation.

## INTRODUCTION

Leucine-rich repeat extensins (LRXs) are cell wall-localized proteins important for the regulation of cell wall integrity. In Arabidopsis, there are 11 LRX proteins, named LRX1-LRX11 [1,2]. Mutations in *LRX8*, *LRX9* and *LRX11* lead to altered compositions of extensins, arabinogalactan proteins, rhamnogalacturonan I and xyloglucan in the cell wall of pollen tubes [3,4]. It has also been reported that callose in the apical walls of pollen tubes accumulates in the *lrx8 lrx9 lrx11* and *lrx9 lrx10 lrx11* mutants [3–5]. In the *lrx3 lrx4 lrx5* (hereafter referred to as *lrx345*) triple mutant, the amounts of rhamnose, galactose, arabinogalactan proteins, extensins and arabinan are reduced, while the levels of mannose and lignin are increased compared with the wild type [6]. The mechanisms by which LRX proteins regulate the deposition of cell wall components remain to be elucidated.

LRX proteins harbor an N-terminal LRR domain and a C-terminal extensin domain, both of which function in the extracellular region [2,7]. The lack of an intracellular domain suggests that LRX proteins need partners to transduce cell wall signals to the cell interior. LRX8-LRX11 physically interact with RALF4/19 in the cell wall of pollen tubes and feed into the ANX1/2-mediated signaling pathway, and thus regulate pollen germination and pollen tube growth [8,9]. The binding of LRXs with RALF4 has been confirmed by a recent structural study, which showed that these two components exhibit a strong affinity and LRX proteins preferentially bind folded RALF peptides [10]. It has also been shown that RALF4/19 are ligands for ANX1/2 and BUPS1/2 [11]. Our previous study showed that LRX3, LRX4 and LRX5 function together with RALF22/23 and FER to regulate plant growth and salt stress responses [12]. FER is a plasma membrane kinase that acts as a receptor of several RALF peptides [13,14]. Recently, it was reported that THE1 is a receptor for RALF34 and the THE1-RALF34 module is required for the regulation of lateral root initiation [15]. Notably, ANX1/2, FER and THE1 all belong to the *Catharanthus roseus* receptor-like kinase 1-like (*Cr*RLK1L) protein family [9]. Based on these data, we can speculate that LRXs, RALFs and *Cr*RLK1L family proteins function as modules to monitor cell wall status and transduce cell wall signals and regulate cell wall integrity in different tissues or upon exposure to different environmental stresses.

The *lrx345* and *fer-4* mutants as well as transgenic plants overexpressing *RALF22* or *RALF23* display similar phenotypes, including dwarfism, salt-hypersensitivity, increased accumulation of anthocyanin and increased susceptibility to bacteria [12,14]. It was proposed that FER regulates cell expansion via phosphorylation of the proton pump AHA2 [13,16], although genetic evidence for this is still lacking. FER positively regulates the phosphatase activity of ABI2, a negative regulator of the ABA core signaling pathway, and thus negatively modulates ABA sensitivity [17]. FER directly binds with pectins and is required for the activation of downstream cell wall repair pathways via Ca^2+^-mediated signals under salt stress [18]. The reduced root elongation of the *fer* mutant under salt stress could be caused by impaired cell wall integrity, which results in dramatic root cell burst during growth recovery [18]. FER is also involved in the positive regulation of plant immunity through the regulation of the association of the FLS2/EFR-BAK1 complex and the stability of MYC2 [14,19].

So far, the mechanisms underlying the enhanced cell death of the *lrx345* and *fer* mutants under high salinity remain unknown. Here, we investigated intracellular signaling pathways that are regulated by the LRX3/4/5-RALF22/23-FER module. Our results show that three hormones, JA, SA and ABA, are consitutively increased in the *lrx345* and *fer* mutants, and that elevated levels of these hormones are responsible for the dwarf phenotype and salt-hypersensitivity of the *lrx345* and *fer-4* mutants. Our data also reveal that LRX3/4/5-RALF22/23-FER module-mediated cell wall integrity signals play a crucial role in determining the expression of stress-responsive genes after both short and prolonged exposure to high salinity.

## RESULTS

### Jasmonic acid (JA)- and salicylic acid (SA)-responsive genes are constitutively up-regulated in the *lrx345* triple mutant

To gain insight into the mechanisms underlying the dwarf phenotype and salt-hypersensitivity of the *lrx345* triple mutant [12], we performed RNA-seq analysis for the wild type and *lrx345* mutant seedlings before and after NaCl treatment for 6 h. We first compared gene expression between the wild type and *lrx345* mutant without NaCl treatment. In total, 1418 genes were significantly up-regulated (fold change >2, *P* value < 0.05) and 1609 genes were significantly down-regulated (fold change >2, *P* value < 0.05) in the *lrx345* mutant (Table S1). Gene ontology (GO) enrichment analysis showed that genes belonging to categories ‘response to jasmonic acid’ (*P* value = 5.68E-16) and ‘response to salicylic acid’ (*P* value = 9.82E-08) were significantly enriched among the up-regulated genes (Fig. 1A). Specifically, 34.2% of JA-responsive genes, including *PDF1.2*, *PDF1.2b*, *PDF1.2c*, *PDF1.3* and *VSP2*, and 30.8% of SA-responsive genes, including *PR1* and *PR5*, were constitutively up-regulated in the *lrx345* mutant (Fig. 1B). Quantitative real-time (qRT)-PCR analysis showed that the increased expression of *PDF* and *PR* genes occurred only in the *lrx34* double and *lrx345* triple mutants but not in any of the *lrx* single mutants, suggesting that the three LRX proteins are redundant in the regulation of JA and SA pathways (Fig. 1C). By contrast, genes responsive to other hormones, including abscisic acid, ethylene, auxin, cytokinin, gibberellin and brassinosteroid, were not significantly enriched (*P* value < 0.05) among the up-regulated genes (Fig. 1A). These results indicate that LRX3/4/5 are involved in the negative regulation of JA and SA signaling pathways.

**Figure 1.**
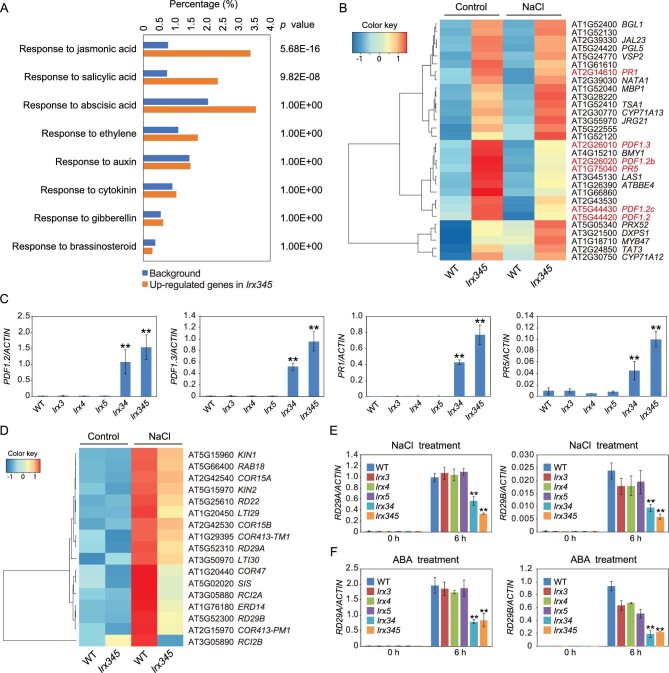
Transcriptome profiles of wild type and *lrx345* mutant plants before and after NaCl treatment. (A) GO enrichment analysis of genes that were up-regulated in the *lrx345* mutant compared with the wild type under normal conditions. The enrichment of genes responsive to eight plant hormones are shown. (B) Heat map of the 30 genes that were up-regulated with highest fold changes in the *lrx345* mutant plants compared with the wild type. *PDF* and *PR* genes are indicated in red. (C) qRT-PCR analysis of the transcript levels of *PDF1.2*, *PDF1.3*, *PR1* and *PR5* in wild type and *lrx* single, double and triple mutants. *ACTIN8* was used as an internal control. Values are means of three biological replicates ± SD, **P < 0.01 (Student's *t*-test). (D) Heat map of the abiotic stress-responsive genes that exhibited lower transcript levels in the *lrx345* mutant compared to wild type after NaCl treatment for 6 h. (E, F) qRT-PCR analysis of the gene expression of *RD29A* and *RD29B* in the indicated mutant plants before and after NaCl (150 mM) (E) or ABA (50 μM) (F) treatment for 6 h. *ACTIN8* was used as an internal control. Values are means of three biological replicates ± SD, **P < 0.01 (Student's *t*-test).

### Genes involved in abiotic stress response and cell wall modification display lower transcript levels in the *lrx345* mutant after salt treatment

Comparison of gene expression between the wild type and *lrx345* mutant after NaCl treatment showed that 1330 genes were up-regulated and 575 genes were down-regulated in the *lrx345* mutant (Table S2). As under normal conditions, up-regulated genes were enriched in the categories ‘response to jasmonic acid’ (*P* value = 9.81E-21) and ‘response to salicylic acid’ (*P* value = 7.88E-13). Down-regulated genes were enriched in the categories ‘cell wall organization’ (*P* value = 9.89E-15), ‘cell wall modification’ (*P* value = 6.15E-05), ‘xyloglucan metabolic process’ (*P* value = 2.70E-04) and ‘hemicellulose metabolic process’ (*P* value = 1.30E-03) (Fig. S1A). The cell wall-related genes that are regulated by the LRX proteins include those encoding pectin lyase-like superfamily proteins, expansins, xyloglucan endotransglucosylase/hydrolases, casparian strip membrane domain proteins and glycosyl hydrolases (Fig. S1B). The down-regulation of these cell wall-related genes in the *lrx345* mutant under salt stress was confirmed by qRT-PCR analysis (Fig. S1C). The down-regulated genes were also enriched in the category ‘response to water deprivation’ (*P* value = 2.80E-04) (Fig. S1A). The genes belonging to this category include many well-known abiotic stress responsive genes, such as *RD29A*, *RD29B*, *RD22*, *RAD18*, *COR15A* and *KIN1* (Fig. 1D). qRT-PCR analysis confirmed that the expression of *RD29A* and *RD29B* genes was substantially down-regulated in the *lrx34* double and *lrx345* triple mutants, but was not significantly affected in the *lrx* single mutants after salt treatment compared with the wild type (Fig. 1E). Also ABA-induced up-regulation of *RD29A* and *RD29B* was attenuated in the *lrx345* mutant (Fig. 1F). Together, these results indicate that LRX3/4/5 proteins are involved in the regulation of abiotic stress-responsive genes and cell wall modification genes under salt stress.

Turgor pressure is important for cell expansion. Under high salinity, maintainance of turgor pressure requires the uptake of K^+^ and increased water flow to the cell [20]. From our RNA-seq data, we found that the expression of K^+^ transporters *AtHAK5* [21] and *KUP11* [22], was significantly decreased in the *lrx345* mutant under salt stress (Table S2). Interestingly, among 36 aquaporin genes that were investigated, none of them showed a significantly increased expression but 16 genes displayed significantly reduced expression in the *lrx345* mutant compared with the wild type under high salinity (Table S3). The results suggest that the LRX proteins are important for the regulation of turgor pressure and water homeostasis under salt stress.

### *PDF* and *PR* genes are highly up-regulated in the *fer-4* mutant and in transgenic plants overexpressing *RALF22*/*23*

The JA- and SA-responsive genes *PDF1.2*, *PDF1.3*, *PR1* and *PR5* were also constitutively up-regulated in the *fer-4* mutant and in transgenic plants overexpressing *RALF22* or *RALF23* (Fig. 2A and B, and Fig. S2A), consistent with previous evidence that LRX3/4/5, RALF22/23 and FER function in the same pathway [12]. To determine whether increased hormone accumulation underpins the up-regulation of JA- and SA-responsive genes, we measured the levels of JA and SA in the *lrx345* and *fer-4* mutants. In both mutants, the level of JA was more than 30-fold higher, while the level of SA was more than 3-fold higher, than that in the wild type (Fig. 2C). Transgenic plants overexpressing *RALF22* also showed higher levels of JA and SA than the wild type (Fig. 2D).

**Figure 2.**
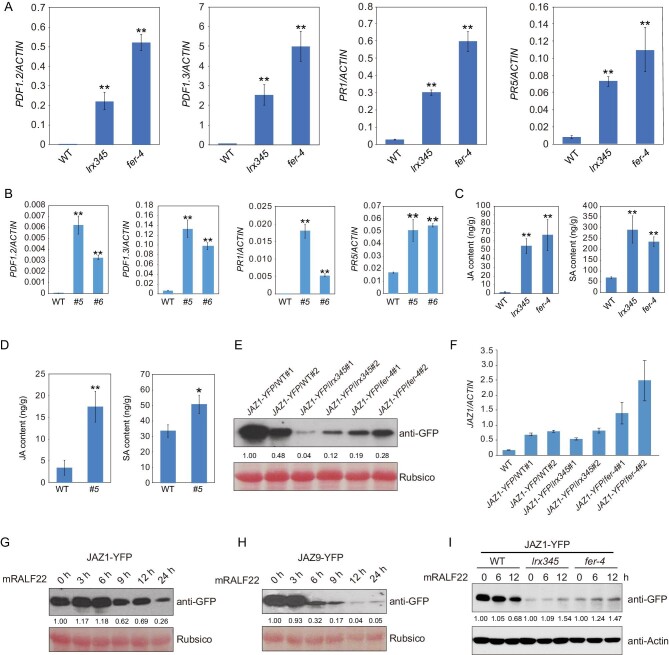
LRX3/4/5-RALF22/23-FER module negatively regulates JA signaling pathway. (A) qRT-PCR analysis of the transcript levels of *PDF1.2*, *PDF1.3*, *PR1* and *PR5* in wild type, *lrx345* and *fer-4* seedlings. *ACTIN8* was used as an internal control. (B) qRT-PCR analysis of the transcript levels of *PDF1.2*, *PDF1.3*, *PR1* and *PR5* in wild type and two independent *RALF22* overexpressing lines (*#5* and *#6*). *ACTIN8* was used as an internal control. (C) Jasmonic acid (JA) and salicylic acid (SA) contents in wild type, *lrx345* and *fer-4* seedlings. (D) JA and SA contents in transgenic plants overexpressing *RALF22*. (E) Immunoblotting analysis of JAZ1 protein in wild type, *lrx345* and *fer-4* seedlings expressing JAZ1-YFP. (F) qRT-PCR analysis of the *JAZ1* transcript levels in the transgenic plants. (G, H) Transgenic plants expressing *JAZ1-GFP* (G) and *JAZ9-GFP* (H) were treated with mature RALF22 (mRALF22) for 0, 3, 6, 9, 12 and 24 h. Immunoblottings were performed using anti-GFP antibody. (I) Ten-day-old seedlings were treated with mRALF22 (1 μM) for 0, 6 and 12 h. Immunoblotting assays were performed using anti-GFP and anti-Actin antibodies. The band intensity in (E), (G) and (H) was qualified using ImageJ software. Values in (A–D) are means of three biological replicates ± SD, *P < 0.05 and **P < 0.01 (Student's *t*-test).

To understand the causes of JA and SA over-accumulation in the *lrx345* mutant, we analyzed the expression of genes involved in JA and SA biosynthesis in the RNA-seq data. Of the 25 genes involved in JA biosynthesis, 14 were increased by more than 2-fold in the *lrx345* mutant (Fig. S2B). qRT-PCR confirmed that JA biosynthesis-related genes were constitutively up-regulated in the *lrx345* and *fer-4* mutants (Fig. S2C). Both RNA-seq and qRT-PCR assays showed that *ICS1*, *EPS1*, *CBP60G* and *PBS3*, which are important for SA biosynthesis, were significantly up-regulated in the *lrx345* mutant (Fig. S3A and B). These results indicate that the elevated contents of JA and SA in the *lrx345* and *fer-4* mutants are caused by the up-regulation of JA- and SA-biosynthesis genes.

Accumulation of JA results in the degradation of JASMONATE ZIM-DOMAIN (JAZ) proteins [23]. To further elucidate the role of the LRX3/4/5-RALF22/23-FER module in regulating the JA signaling pathway, we generated transgenic plants expressing JAZ1-YFP in the wild type, *lrx345* and *fer-4* backgrounds. JAZ1 protein but not its transcript levels were markedly lower in the *lrx345* and *fer-4* mutants (Fig. 2E and F). Consistent with the result that overexpression of *RALF22* triggered the accumulation of JA (Fig. 2D), application of exogenous mature RALF22 (mRALF22) induced the degradation of JAZ1 (Fig. 2G). Similarly, mRALF22 also triggered the degradation of JAZ9 protein (Fig. 2H). To understand whether mRALF22-triggered degradation of JAZs is mediated by LRX3/4/5 and FER, we examined the protein level of JAZ1 in *lrx345* and *fer-4* mutants after mRALF22 treatment. We found that mRALF22 could not trigger JAZ1 degradation in the *lrx345* and *fer-4* mutants (Fig. 2I). Together, the above results indicate that the LRX3/4/5-RALF22/23-FER module negatively regulates the JA and SA signaling pathways.

### Disruption of the JA pathway suppresses the dwarf phenotype of the *lrx345* and *fer-4* mutants

To identify downstream factors of the LRX3/4/5-RALF22/23-FER signaling module, we screened for the suppressors of *lrx345* (referred to as *slrx*) using ethyl methanesulfonate (EMS)-mediated mutagenesis. Approximately 15 000 *lrx345* seeds were used for EMS mutagenesis and 18 suppressors that could rescue the dwarf phenotype of the *lrx345* mutant were identified. As these suppressors displayed a similar growth phenotype (Fig. 3A and B), five of them were chosen for whole-genome sequencing-based mapping. We identified mutations in the *COI1* gene, encoding the JA receptor [24], in four of the five suppressors, while a mutation in the *AOS* gene, encoding a JA biosynthetic enzyme [25], was found in the remaining suppressor (Fig. 3C). Consistent with these results, we found that the expression of the JA-responsive genes *PDF1.2* and *PDF.3* was attenuated in the suppressors (Fig. 3D). By crossing *lrx345* to previously published *coi1-1* and *aos* mutants [24,25], we confirmed that mutations in these genes fully recovered the growth of the *lrx345* mutant (Fig. 3E and F), and also reduced the expression of *PDF* genes (Fig. 3G). It should be noted that the reduction of *PDF* genes expression was less pronounced in the *aos* mutant than that in the *coi1* mutant (Fig. 3D and G). The increased accumulation of anthocyanin in the *lrx345* mutant was also suppressed by the *AOS* and *COI1* mutations (Fig. 3E and H). In the *fer-4* mutant, the dwarf phenotype and the increased expression of *PDF* genes were similarly suppressed by the *coi1* mutation (Fig. 3I–K). These results indicate that constitutive activation of the JA pathway is responsible for the dwarfism and accumulation of anthocyanin in the *lrx345* and *fer-4* mutants.

**Figure 3.**
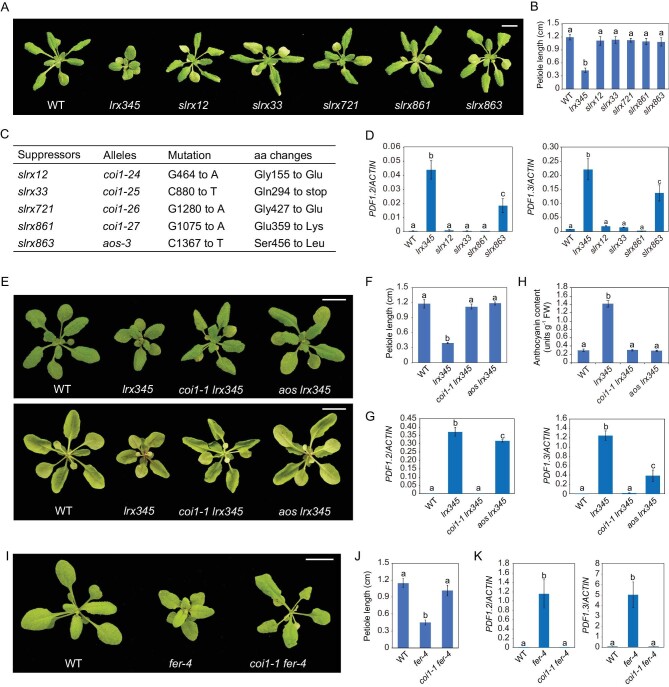
Disruption of the JA pathway suppresses the dwarf phenotype of the *lrx345* and *fer-4* mutants. (A) Rosette morphology of the wild type, *lrx345*, and five suppressors *of lrx345* (*slrx*) grown in soil. Scale bar, 1 cm. (B) Petiole length of each genotype grown in soil for 4 weeks. (C) Mutations identified in the *lrx* suppressors by whole-genome sequencing-based mapping. (D) qRT-PCR analysis of the transcript levels of *PDF1.2* and *PDF1.3*. *ACTIN8* was used as an internal control. (E) Morphology of the upper epidermis (upper panel) and lower epidermis (bottom panel) of plants grown in soil. Scale bar, 1 cm. (F) Petiole lengths of the wild type, *lrx345*, *coi1-1 lrx345* and *aos lrx345* grown in soil for 4 weeks. (G) qRT-PCR analysis of the transcript levels of *PDF1.2* and *PDF1.3*. *ACTIN8* was used as an internal control. (H) Quantification of anthocyanin accumulation in 12-day-old seedlings of the wild type, *lrx345*, *coi1-1 lrx345* and *aos lrx345*. (I) Rosette morphology of the wild type, *fer-4* and *coi1-1 fer-4*. Scale bar, 1 cm. (J) Petiole lengths of the wild type, *fer-4* and *coi1-1 fer-4* grown in soil for 4 weeks. (K) qRT-PCR analysis of the transcript levels of *PDF1.2* and *PDF1.3* in wild type, *fer-4* and *coi1-1 fer-4*. *ACTIN8* was used as an internal control. Values in (B), (F) and (J) are means of 10 petioles ± SD. Values in (D), (G), (H) and (K) are means of three biological replicates ± SD. Different letters represent statistically significant differences (*P* < 0.01, one-way ANOVA).

We then tested whether disrupting the JA pathway can reverse the salt-hypersensitivity of *lrx345* and *fer-4* mutants. Both *coi1-1* and *aos* mutants are male-sterile [24,25], but the *aos* mutant can produce seeds when exogenous JA is applied, so we obtained *aos lrx345* homozygous plants and tested their response to salt stress. The *aos* mutation only slightly suppressed the salt-hypersensitivity of *lrx345* mutant (Fig. S4A and B). Further, we crossed the *coi1-16* mutant allele [26], which can produce seeds at low temperatures (16°C), with the *lrx345* mutant, and found that the *coi1-16* mutation also only slightly suppressed the salt-hypersensitivity of *lrx345* mutant (Fig. S4A and B).

The *jazQ* mutant, which lacks five JAZ transcriptional repressors, exhibits constitutive JA responses [27]. Similar to the *lrx345* mutant, the *jazQ* mutant displays a dwarf phenotype [27] (Fig. S4C and D). To determine whether constitutive activation of JA pathway results in enhanced cell death under salt stress, we grew the *jazQ* mutant on medium with a high concentration of salt. The *jazQ* mutant survived as well as the wild type under salt stress (Fig. S4E). Besides, mutation of *MYC2*, which encodes a key transcription factor of the JA signaling pathway, partially suppressed the dwarf phenotype, but only slightly suppressed the salt-hypersensitivity of the *lrx345* mutant (Fig. S4F–H). Together, these results indicate that activation of the JA pathway alone is not sufficient to cause cell death in plants under high salinity.

To assess the contribution of the increased SA content to the phenotypes of the *lrx345* mutant, we crossed *lrx345* to the *sid2-2* mutant, in which SA biosynthesis is highly impaired [28]. The mutation of *SID2* did not reverse the dwarf phenotype of *lrx345*, but partially suppressed its salt-hypersensitivity (Fig. S3C–E). As expected, the up-regulation of *PR1* was completely reversed in the *sid2-2 lrx345* quadruple mutant, while the expression of *PDF1.2* and *PDF1.3* was not significantly changed (Fig. S3F), indicating that the increased expression of *PR1* in the *lrx345* mutant depends on the SA pathway.

In our suppressor screen, we also identified three genes, *TT3*, *TT4* and *TT6*, that are required for the anthocyanin accumulation in the *lrx345* mutant, but mutations in these genes did not suppress the dwarf phenotype and salt-hypersensitivity of the *lrx345* mutant (Fig. S5). These three genes, encoding dihydroflavonol reductase, chalcone synthase and flavanone 3-hydroxylase, respectively, are required for anthocyanin biosynthesis in Arabidopsis [29–31]. Disruption of JA biosynthesis or perception suppresses both the anthocyanin accumulation and plant growth phenotypes of the *lrx345* mutant (Fig. 3E and H), but abolishing anthocyanin biosynthesis only affects the accumulation of anthocyanin, suggesting that JA signaling can feed forward into anthocyanin production.

### Salt-hypersensitivity of the *lrx345* and *fer-4* mutants is dependent on ABA

As many salt stress-responsive genes were down-regulated in the *lrx345* and *fer-4* mutants after NaCl treatment for 6 h, we speculated that the salt-hypersensitivity of *lrx345* and *fer-4* mutants may be caused by an impaired stress response. ABA is an important hormone for the up-regulation of stress-responsive genes in plants [32]. To determine whether the salt-hypersensitivity of the *lrx345* mutant is associated with a defective ABA pathway, we crossed the *lrx345* mutant with the *aba2-1* mutant, in which ABA biosynthesis is substantially decreased [33] (Fig. S6A). Unexpectedly, the *aba2-1* mutation almost fully rescued the cell-death phenotype of the *lrx345* mutant under high salinity (Fig. 4A–C). To confirm this result, we crossed the *lrx345* mutant with another *aba2* mutant allele, *aba2-3*. Similarly, the *aba2-3* mutation almost fully suppressed the salt-hypersensitivity of the *lrx345* mutant (Fig. S6B and C). The suppression of the cell-death phenotype of the *lrx345* mutant by *aba2* mutation under high salinity was alleviated by applying exogenous ABA (Fig. 4D). The salt-hypersensitivity of the *fer-4* mutant was also suppressed by the *aba2-1* mutation (Fig. S6D and E). We then tested the accumulation of ABA in the *lrx345* and *fer-4* mutants and found that ABA content was higher in these mutants than in the wild type plants, both in basal conditions and upon salt treatment (Fig. 4E). Gene expression analysis showed that ABA *de novo* biosynthesis genes were not significantly up-regulated and that ABA catabolism genes were not significantly down-regulated in the *lrx345* mutant (Table S4). However, the β-glucosidase gene *AtBG1*, which is required for conversion of the inactive glucose-conjugated form of ABA (ABA-GE) to the active form of ABA [34], was highly up-regulated in the *lrx345* mutant (Table S4), suggesting that a LRX3/4/5-mediated pathway may modulate ABA accumulation via the regulation of *AtBG1* expression.

**Figure 4.**
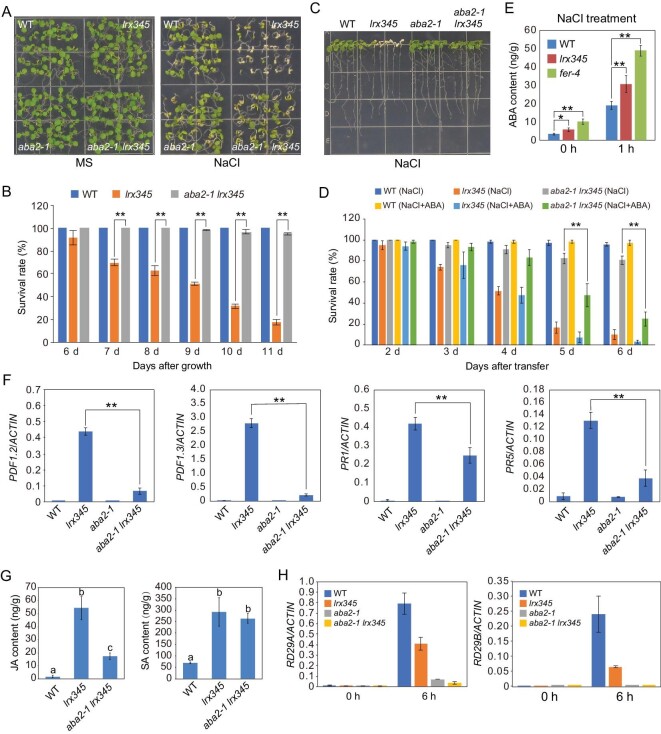
Suppression of the salt-hypersensitive phenotype of *lrx345* mutant plants by a mutation in *ABA2*. (A) Phenotypes of seedlings of the indicated genotypes grown on MS and MS+NaCl (120 mM) media. (B) Survival rates of the wild type, *lrx345* and *aba2-1 lrx345* seedlings grown on MS+NaCl (120 mM) medium. (C) Phenotypes of seedlings transferred from MS to MS+NaCl (100 mM) medium. The photograph was taken 5 days after 3-day-old seedlings were transferred. (D) Survival rate of the wild type, *lrx345* and *aba2-1 lrx345* seedlings grown on MS+NaCl (120 mM) media supplemented with or without ABA (1 μM). (E) ABA contents of 10-day-old seedlings before and after NaCl (150 mM) treatment (1 h). (F) qRT-PCR analysis of the transcript levels of *PDF1.2*, *PDF1.3*, *PR1* and *PR5* in the indicated genotypes. *ACTIN8* was used as an internal control. Values in (B–F) are means of three biological replicates ± SD, *P < 0.05 and **P < 0.01 (Student's *t*-test). (G) Measurement of JA and SA contents in the wild type, *lrx345* and *aba2-1 lrx345* seedlings. Values are means of three biological replicates ± SD. Different letters represent statistically significant differences (*P* < 0.01, one-way ANOVA). (H) qRT-PCR analysis of the expression of *RD29A* and *RD29B* in the indicated genotypes before and after NaCl treatment. *ACTIN8* was used as an internal control. Values are means of three biological replicates ± SD.

We found that the *aba2-1* single mutant exhibited a higher survival rate than the wild type when grown on the medium with a high concentration of NaCl (150 mM) (Fig. S6F and G), suggesting that accumulation of ABA promotes salt-induced cell death. Consistent with the previous study showing that *fer* mutant plants are hypersensitive to ABA [17,35], the *lrx345* mutant also exhibited delayed seed germination on the medium supplemented with ABA (Fig. S6H).

Previous study showed that the increased sensitivity of *fer* mutant plants to ABA may be a result of inactivation of ABI2 [17,35], a phosphatase that negatively regulates ABA signaling. To test whether the hypersensitivity of *lrx345* and *fer-4* to salt stress involves ABI2, we crossed *lrx345* and *fer-4* mutants with the *abi2-1* mutant. The *abi2-1* is a dominant mutation that blocks ABA signaling [36]. We found that the *abi2-1* mutation could not suppress the salt-hypersensitive phenotype of the *lrx345* and *fer-4* mutants (Fig. S7), suggesting that ABI2 alone cannot account for LRX3/4/5- and FER-mediated regulation of salt stress responses.

The *aba2-1* mutation also partially suppressed the growth defects and anthocyanin accumulation of the *lrx345* mutant (Fig. S6I–K). The transcript levels of *PDF1.2* and *PDF1.3* were markedly lower, while the transcript levels of *PR1* and *PR5* were moderately lower in the *aba2-1 lrx345* quadruple mutant than that in the *lrx345* mutant (Fig. 4F), which is consistent with a drastic reduction in JA content and a slight decrease in SA content in the quadruple mutant (Fig. 4G). These results indicate that ABA accumulation contributes to the activation of JA signaling pathway and partially contributes to the activation of SA signaling pathway in the *lrx345* mutant.

### LRX345-FER module is required for both activation and attenuation of salt stress-responsive genes

Although the *aba2-1* mutation suppressed the cell-death phenotype of the *lrx345* mutant under high salinity, the salt-induced expression of *RD29A* and *RD29B* was further impaired in the *aba2-1 lrx345* quadruple mutant (Fig. 4H), suggesting that the cell-death phenotype of the *lrx345* triple mutant under high salinity is not caused by the decreased expression of these salt stress-responsive genes. It has been proposed that the outcome of salt stress responses (adaptation or cell death) depends to some extent on when exactly these responses start and end [37]. Overactivation or prolonged activation of stress responses is apparently detrimental for plants under stress conditions. To test whether LRX3/4/5 and FER may be involved in the attenuation of salt stress-responsive genes, we examined the expression of *RD29A* and *RD29B* genes after exposure to high salinity for 0, 3, 6, 12, 24, 48, 72 and 120 h. In the wild type, the expression of both *RD29A* and *RD29B* reached peak levels after salt treatment for 6 h, and then went down after longer exposure to high salinity (Fig. 5A). In the *lrx345* and *fer-4* mutants, the expression of *RD29A* also reached peak levels after salt treatment for 6 h but showed a second smaller wave of expression after 24 h, while the expression of *RD29B* continuously increased after exposure to salt stress (Fig. 5A). Similarly, the expression of *RD29A* and *RD29B* genes was increased in both *RALF22* and *RALF23* overexpressing plants compared with the wild type after prolonged exposure to high salinity (Fig. S8A). These results indicate that the LRXs-RALFs-FER module is not only required for the up-regulation of salt stress-responsive genes soon after salt treatment, but is also essential for attenuating the expression of salt stress-responsive genes after longer exposure to salt stress. The increased expression of *RD29A* and *RD29B* genes in the *lrx345* mutant after salt treatment for 72 h was completely abolished by the *aba2* mutation (Fig. S8B), suggesting that the ABA-mediated pathway is required for prolonged expression of salt stress-responsive genes in the *lrx345* mutant.

**Figure 5.**
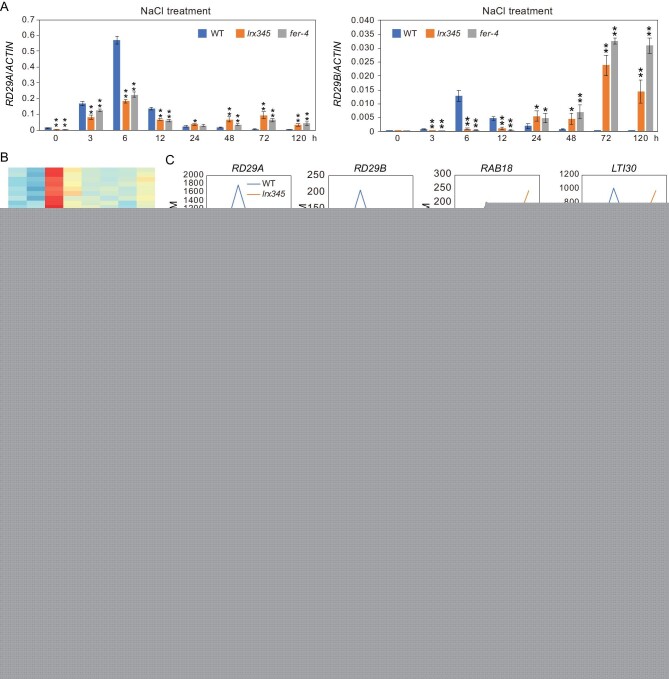
LRX3/4/5 and FER are required for the dynamic regulation of salt stress-responsive gene expression. (A) Ten-day-old seedlings of the wild type, *lrx345* and *fer*-4 were treated with NaCl for 0, 3, 6, 12, 24, 48, 72 and 120 h. The transcript levels of *RD29A* and *RD29B* were analyzed by qRT-PCR. *ACTIN8* was used as an internal control. (B) RNA-seq assay was performed for the wild type and *lrx345* after NaCl treatment for 0, 6, 24 and 72 h. Heat map shows the genes that exhibited lower transcript levels after NaCl treatment for 6 h, and showed higher transcript levels after treatment for 72 h in the *lrx345* mutant compared with that in the wild type. (C) Representative genes that display similar expression patterns as *RD29A* and *RD29B* after salt treatment for 0, 6, 24 and 72 h. The transcript profile of each gene in the wild type and *lrx345* mutant was generated from RNA-seq data. (D) Wild type seedlings were pretreated with or without EGCG (100 μM) for 2 h before being subjected to NaCl treatment for 0, 6, 24 and 72 h. Transcript levels of *RD29A*, *RD29B* and *RAB18* were analyzed. *ACTIN8* was used as an internal control. Values in (A) and (D) are means of three biological replicates ± SD, *P < 0.05 and **P < 0.01 (Student's *t*-test).

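RNA was sequenced from seedlings of the wild type and the *lrx345* mutant, a triple mutant of *LRX3*, *LRX4* and *LRX5*, which encode leucine-rich repeat extensins. The labels give 2 libraries for each genotype at 0 h and 3 libraries for each genotype at 6, 24 and 72 h of NaCl treatment. No seedlings kept without NaCl were sampled at the later time points. The methods name 10-day-old seedlings and 150 mM NaCl for the 6 h treatment, and the later time points were read as the same concentration. The authors mapped the reads to TAIR10 and deposited the number of fragments counted on the exons of each gene, without normalization. Fragments that mapped to several places or to several genes were left out of these counts. Between 7413461 and 15047080 fragments per library were counted on genes, with the lowest median, 8714814, in the *lrx345* mutant at 24 h and the highest, 13432508, in the wild type at 0 h. For the values given with these data, library sizes were scaled by edgeR's TMM method, and transcript levels are given as FPKM, as mean ± SD over the libraries of a group. Genotypes and time points were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 21831 genes with enough counts. One model was fitted to all 22 libraries, so that the groups at 0 h borrow their spread from the others. The primers that the paper lists for genotyping the T-DNA lines match *LRX3* (AT4G13340), AT3G24480 and AT4G18670 in the genome sequence. Transcript levels of these 3 genes were reduced in the *lrx345* mutant but remained measurable. At 0 h, the FPKM of *LRX3* was 41.1 ± 5.26 (n = 2) in the wild type and 10.5 ± 0.969 (n = 2) in the mutant. That of AT3G24480 was 88.5 ± 11.2 and 60.4 ± 0.754, and that of AT4G18670 was 38.2 ± 3.02 and 6.51 ± 0.579. At a fold change above 2 and an adjusted p under 0.05, 1152 genes had higher and 249 had lower transcript levels in the *lrx345* mutant than in the wild type before NaCl treatment. After 6 h the numbers were 2237 and 424, after 24 h 2893 and 1042, and after 72 h 3566 and 1806. The choice that moved these numbers most was the fold change, since without a minimum 6842 genes were higher and 6705 lower at 72 h.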

To investigate how many salt stress-responsive genes display prolonged expression in the *lrx345* mutant under salt stress, we performed RNA-seq analysis for the wild type and *lrx345* mutant after salt treatment for 0, 6, 24 and 72 h (Table S5). 

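*RD29A* (AT5G52310) and *RD29B* (AT5G52300) lie side by side on chromosome 5 of TAIR10, from 21240849 to 21243613 and from 21237056 to 21239529. They are 73.1% identical over 1130 bases. In the wild type, the FPKM of *RD29A* was 34.9 ± 1.22 (SD, n = 2) before NaCl treatment, 1684 ± 144 (n = 3) after 6 h, 118 ± 21.6 (n = 3) after 24 h and 64.1 ± 5.06 (n = 3) after 72 h. In the *lrx345* mutant, it was 11.5 ± 3.30 (n = 2), 564 ± 78.1, 156 ± 45.0 and 276 ± 54.4 (n = 3 each). The log2 fold change of *RD29A* in the mutant against the wild type was -1.58 (standard error 0.18, adjusted p = 2.13e-07) at 6 h and 2.11 (standard error 0.18, adjusted p = 1.03e-09) at 72 h. At 24 h it was 0.40 (standard error 0.18, adjusted p = 0.0591), and the libraries of the genotypes overlapped. The difference at 72 h minus that at 6 h was 3.68 (standard error 0.26, adjusted p = 1.19e-10). *RD29A* was already lower in the mutant before NaCl treatment, with a log2 fold change of -1.61 (standard error 0.23, adjusted p = 1.78e-05). From 0 h to 6 h it rose by 5.59 on the log2 scale in the wild type and by 5.63 in the mutant. These responses differed by 0.04 (standard error 0.29, adjusted p = 0.970), a comparison added after the values were seen. The FPKM of *RD29B* was 201 ± 35.9 at 6 h, 10.9 ± 1.24 at 24 h and 3.43 ± 1.10 at 72 h in the wild type (n = 3 each). The mutant had 22.4 ± 7.23, 13.1 ± 3.65 and 58.8 ± 11.7 (n = 3 each). Its log2 fold change in the mutant against the wild type was -3.16 (standard error 0.21, adjusted p = 7.01e-11) at 6 h, 0.27 (standard error 0.23, adjusted p = 0.335) at 24 h and 4.09 (standard error 0.25, adjusted p = 2.18e-12) at 72 h. For *RD29B* the difference at 72 h minus that at 6 h was 7.25 (standard error 0.33, adjusted p = 1.47e-13). Before NaCl treatment *RD29B* had 2 to 7 counts per library in the wild type and 2 in each library of the mutant, too few to compare the genotypes. At 6 h every library of the mutant lay below every library of the wild type for both genes, and at 72 h above (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change of *RD29A* stayed between -1.69 and -1.49 at 6 h and between 1.98 and 2.26 at 72 h. That of *RD29B* stayed between -3.44 and -2.97 and between 3.85 and 4.29.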

RNA-seq data confirmed that the expression of *RD29A* and *RD29B* genes was lower at 6 h but higher at 72 h after NaCl treatment in the *lrx345* mutant than in the wild type (Fig. 5B and C, Table S6). We identified 160 salt stress-inducible genes, including *RAB18*, *LTI30*, *ABR*, *DAA1*, *NADP-ME1*, *TZF4*, *ABCG6*, *AT1G16850* and *LEA4-5*, that displayed similar expression patterns to *RD29A* and *RD29B* (Fig. 5B and C, Table S6). 

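All 160 genes of Table S6 had enough counts to be tested. From 0 h to 6 h, 158 of them rose in the wild type, with a median log2 fold change of 2.05. At 6 h, 146 were lower in the *lrx345* mutant at an adjusted p under 0.05 over all genes tested, and 152 when the adjustment ran over the list alone, with a median log2 fold change of -0.69. At 72 h, 157 were higher in the mutant over all genes tested and 159 over the list alone, with a median of 1.28. The paper selected the list on the same libraries, so these numbers say how its selection reads in this test. At 24 h the list was divided, with 38 genes higher and 26 lower in the mutant. Between 6 h and 72 h, 151 of the genes fell in the wild type, whereas in the mutant 35 fell, 78 rose and 47 did not change past the threshold. Before NaCl treatment, 22 of the genes were lower and 26 higher in the mutant. The rise from 0 h to 6 h itself was smaller in the mutant for 65 of the genes at an adjusted p under 0.05. This comparison was added after the data were seen and is limited by the 2 libraries per genotype at 0 h, with 143 of the differences negative and a median of -0.75. The list was chosen on the same libraries at 6 h as lower in the mutant, which favours this direction. Among the genes named in the text, *RAB18* (AT5G66400), *LTI30* (AT3G50970), *DAA1* (AT1G64110), *NADP-ME1* (AT2G19900), *TZF4* (AT1G03790), *ABCG6* (AT5G13580), AT1G16850 and *LEA4-5* (AT5G06760) were lower in the mutant at 6 h and higher at 72 h, without overlap between the libraries of the genotypes. Their log2 fold changes at 6 h ran from -2.22 for *DAA1* to -0.86 for *LEA4-5*, with adjusted p of at most 5.52e-04. At 72 h they ran from 1.63 for *DAA1* to 4.49 for *TZF4*, with adjusted p of at most 3.54e-07. The FPKM of *RAB18* was 122 ± 8.03 (SD, n = 3) in the wild type and 57.2 ± 8.22 (n = 3) in the mutant at 6 h, and 11.3 ± 2.49 and 161 ± 27.6 at 72 h. That of *TZF4* was 3.39 ± 0.510 and 0.862 ± 0.382 at 6 h and 1.39 ± 1.05 and 32.5 ± 3.19 at 72 h. Its libraries at 0 h held between 1 and 9 counts. *ABR* was not analysed here, because the paper's tables do not pair the name with an identifier. Applied to all genes at an adjusted p under 0.05, the same pattern (higher at 6 h than at 0 h in the wild type, lower in the mutant at 6 h, higher in the mutant at 72 h) held for 290 of the 4205 genes raised by NaCl at 6 h. Of these, 144 are in Table S6. The median log2 fold change at 6 h against 0 h in the wild type was 2.13 for these 144 genes and 0.68 for the other 146. The alternative that moved the number most, a fold change above 2 in each of the 3 comparisons, left 55 genes.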

The abnormal expression patterns of these genes in the *lrx345* mutant were confirmed by qRT-PCR analysis (Fig. S9). Gene ontology (GO) enrichment analysis of these 160 genes showed that they are enriched in the categories ‘phenylpropanoid metabolic process’ (*P* value = 1.19E-12), ‘response to acid chemical’ (*P* value = 5.17E-10), and ‘response to oxygen-containing compound’ (*P* value = 1.54E-08). However, 173 salt stress-inducible genes, including *COR15B*, *COR47*, *COR413-TM1*, *KIN2* and *RD22*, had lower expression in the *lrx345* mutant than in the wild type after salt treatment for 6 h but did not show higher expression in the mutant after salt treatment for 72 h (Table S7). These genes are enriched in the categories ‘starch metabolic process’ (*P* value = 3.35E-06), ‘lipid metabolic process’ (*P* value = 4.72E-06) and ‘glucan metabolic process’ (*P* value = 1.28E-05). 

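Of the 173 genes of Table S7, 172 rose in the wild type from 0 h to 6 h, with a median log2 fold change of 1.43. At 6 h, 151 were lower in the *lrx345* mutant over all genes tested and 167 over the list alone, and the median log2 fold change was -0.67. At 72 h, 58 were lower in the mutant, 11 were higher and 104 did not differ past the threshold, with a median of -0.18. The rise from 0 h to 6 h was smaller in the mutant for 39 of the genes at an adjusted p under 0.05. This list too was chosen on the same libraries at 6 h as lower in the mutant, which favours this direction. *COR47* (AT1G20440) had an FPKM of 2275 ± 227 (SD, n = 3) in the wild type and 785 ± 82.4 (n = 3) in the mutant at 6 h, a log2 fold change of -1.54 (standard error 0.17, adjusted p = 1.74e-07). At 72 h its FPKM was 664 ± 64.4 and 692 ± 110.5, a log2 fold change of 0.06 (standard error 0.17, adjusted p = 0.777). For *COR15B* (AT2G42530) the log2 fold change was -1.31 (standard error 0.13, adjusted p = 4.66e-08) at 6 h and 0.09 (standard error 0.23, adjusted p = 0.769) at 72 h. *RD22* (AT5G25610) was lower in the mutant at both time points, by -0.64 (standard error 0.15, adjusted p = 0.00194) at 6 h and -1.59 (standard error 0.16, adjusted p = 8.65e-09) at 72 h. *COR413-TM1* (AT1G29395) differed by -0.58 (standard error 0.14, adjusted p = 0.00166) at 6 h and by -0.50 (standard error 0.22, adjusted p = 0.0480) at 72 h. The call at 72 h was lost in 5 of the 6 fits that each left out one library. *KIN2* (AT5G15970) had a log2 fold change of -0.54 (standard error 0.23, adjusted p = 0.0642) at 6 h and 0.45 (standard error 0.23, adjusted p = 0.0968) at 72 h. The libraries of the genotypes overlapped at both time points. Its FPKM at 6 h was 1366 ± 545 (SD, n = 3) in the wild type and 938 ± 107 (n = 3) in the mutant. Without WT 6 h replicate 3, *KIN2* was lower in the mutant by -0.84 at 6 h. Over all alternatives its adjusted p ran from 0.00111 to 0.314. At 72 h, *KIN2* was higher in the mutant past the threshold without WT 72 h replicate 1, by 0.72, and its adjusted p ran from 0.0148 to 0.335 over all alternatives. Over all genes raised by NaCl in the wild type at 6 h, 656 were lower in the mutant at 6 h and not higher at 72 h. Of those, 382 were lower at 72 h as well and 274 did not differ past the threshold.

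**Figure D1:**
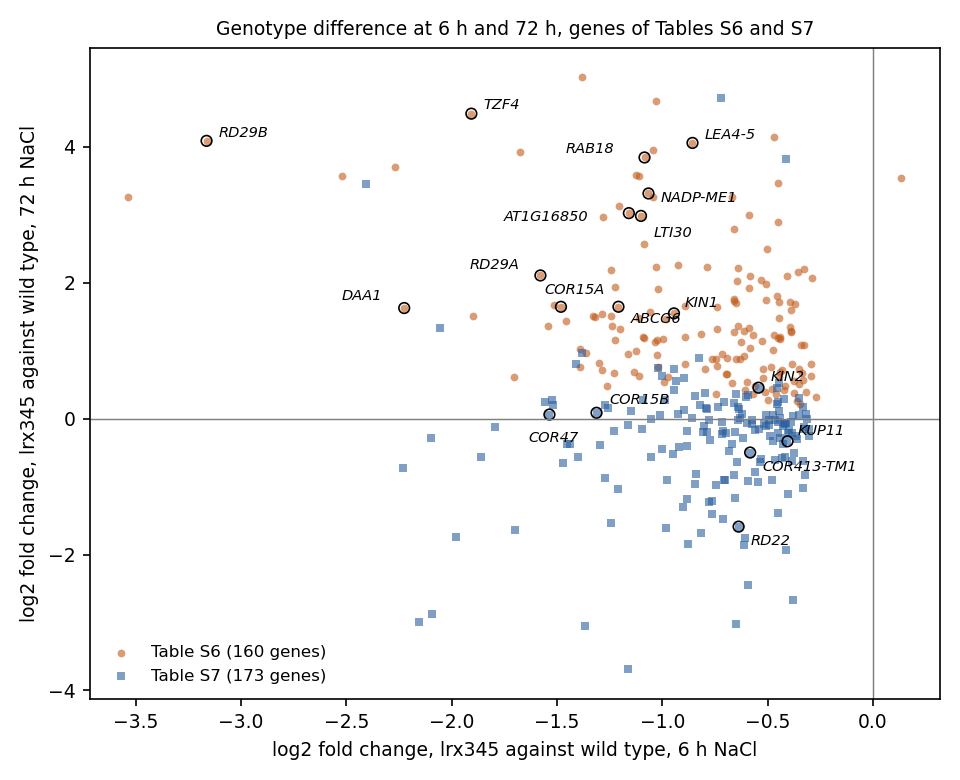
Log2 fold change between the *lrx345* mutant and the wild type after 6 h of NaCl (horizontal axis) and after 72 h (vertical axis) for the 160 genes of Table S6 (circles) and the 173 genes of Table S7 (squares), each point one gene from 3 libraries per group, with named genes outlined in black. The circles lie above 0 on the vertical axis, between 0.22 and 5.02, and the squares between -3.69 and 4.72.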

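Whether the difference between the *lrx345* mutant and the wild type itself changed with the duration of NaCl treatment was tested for each gene, as the log2 fold change between genotypes at 72 h minus that at 6 h. For 7804 genes this change had an adjusted p under 0.05, with 3720 toward higher and 4084 toward lower transcript levels in the mutant at 72 h. Of these, 783 genes were past the threshold in opposite directions at the 2 time points. The mutant was lower at 6 h and higher at 72 h for 443 of them, whether or not NaCl raised them in the wild type, and higher at 6 h and lower at 72 h for 340. Among the genes of Table S6 the change was upward for 158, with a median of 2.14. The paper chose them on the same libraries as lower at 6 h and higher at 72 h, so this direction follows from the selection. Among the genes of Table S7 the change was upward for 72 and downward for 18, with a median of 0.45. *COR47*, at 1.60 (standard error 0.24, adjusted p = 1.33e-05), and *COR15B* were among the upward ones, so that their deficit in the mutant at 6 h was gone at 72 h without an excess. From its own results, the paper proposes that the pathway of LRX3/4/5 and FER is required both to activate and to attenuate a specific set of stress-responsive genes.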

Together, these results suggest that the LRX3/4/5- and FER-mediated pathway is required for both activation and attenuation of a specific set of stress-responsive genes.

LRXs and FER maintain cell wall integrity likely via a communication with pectin [18,38]. To understand whether the abnormal expression pattern of stress-responsive genes in the *lrx345* and *fer-4* mutants results from disrupted cell wall properties under high salinity, we pretreated wild type plants with epigallocatechin gallate (EGCG), an inhibitor of pectin methylesterases (PMEs) [39], before subjecting them to salt treatment for 0, 6, 24 and 72 h. PMEs are enzymes that remove methyl ester groups from homogalacturonan (HGA), a major constituent of pectin in the cell wall [40]. Demethylesterified pectins either form Ca^2+^ bonds and contribute to wall firmness or are more accessible to pectin-degrading enzymes [41]. Gene expression analysis showed that, similar to the *lrx345* and *fer-4* mutants, the wild type seedlings pretreated with EGCG lost the ability to maintain proper expression patterns of *RD29A*, *RD29B* and *RAB18* genes after both short and prolonged exposure to high salinity conditions (Fig. 5D). These results suggests that EGCG-triggered modifications of cell wall components likely determine the expression patterns of stress-responsive genes under high salinity. Consistent with a previous study [38], we found that EGCG treatment inhibited the root elongation of the wild type plants, but had a less effect on the root growth inhibition of *fer-4* mutant (Fig. S10).

### Accumulation of reactive oxygen species (ROS) is responsible for salt-induced cell death of the *lrx345* and *fer-4* mutants

Our RNA-seq data also revealed that genes constitutively up-regulated in the *lrx345* mutant were enriched in the category ‘response to oxidative stress’ (*P* value = 1.97E-07). Specifically, 59 oxidative stress-responsive genes, including *WRKY8*, *WRKY70*, *SAG14*, *ATERF6*, *ZAT10* and *ZAT12*, were constitutively up-regulated in the *lrx345* mutant (Fig. 6A). 

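The 6 genes were identified in the count table as *WRKY8* (AT5G46350), *WRKY70* (AT3G56400), *SAG14* (AT5G20230), *ATERF6* (AT4G17490), *ZAT10* (AT1G27730) and *ZAT12* (AT5G59820). Before NaCl treatment each had a higher FPKM in both libraries of the *lrx345* mutant than in both libraries of the wild type. The FPKM of *SAG14* was 16.2 ± 2.06 (SD, n = 2) in the wild type and 98.1 ± 7.51 (n = 2) in the mutant, a log2 fold change of 2.60 (standard error 0.31, adjusted p = 1.16e-06). That of *WRKY70* was 8.97 ± 0.988 and 43.3 ± 6.18, a log2 fold change of 2.27 (standard error 0.22, adjusted p = 5.68e-08). *ATERF6* had 7.19 ± 1.99 in the wild type and 29.9 ± 5.52 in the mutant, a log2 fold change of 2.05 (standard error 0.31, adjusted p = 2.88e-05). For *ZAT10* the levels were 7.95 ± 0.358 and 28.5 ± 5.65, a log2 fold change of 1.83 (standard error 0.39, adjusted p = 0.00146). *ZAT12* had 2.96 ± 0.293 in the wild type and 10.5 ± 4.31 in the mutant, where its 2 libraries differed most, and a log2 fold change of 1.80 (standard error 0.60, adjusted p = 0.0396). *WRKY8* was the lowest of the 6, with 10 to 16 counts per library in the wild type. Its log2 fold change of 2.38 (standard error 0.46, adjusted p = 6.06e-04) moved to 2.07 or 2.77 when one of the 2 wild type libraries was left out. With 2 libraries per genotype an exact permutation test cannot pass the threshold, and the adjusted p rest on the spread estimated over all 22 libraries. The other oxidative stress-responsive genes of the paper's set are not listed in its tables and were not analysed here.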

Under high salinity, the transcripts of these six genes either did not change or slowly increased in the wild type, but they were dramatically up-regulated in the *lrx345* mutant (Fig. 6A). 

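Between 0 h and 72 h of NaCl treatment, transcript levels of 5 of the 6 genes increased in both genotypes. *ZAT12* changed by 4.87 (standard error 0.50, adjusted p = 4.41e-08) on the log2 scale in the wild type and by 5.31 (standard error 0.44, adjusted p = 3.51e-10) in the *lrx345* mutant. For *SAG14* the changes were 3.17 and 3.31, for *ZAT10* 3.15 and 3.32, for *WRKY8* 2.75 and 3.44, and for *ATERF6* 2.34 and 2.52. *WRKY70* changed by 0.13 (standard error 0.22, adjusted p = 0.651) in the wild type and by 2.49 (standard error 0.19, adjusted p = 5.86e-11) in the mutant. The difference between the genotypes in this change was past the threshold for *WRKY70* alone, at 2.36 (standard error 0.28, adjusted p = 1.14e-06). It ran from 0.14 for *SAG14* to 0.69 for *WRKY8* among the other 5. Without WT 72 h replicate 1, the difference for *SAG14* was 0.70 and past the threshold. Over all alternatives its adjusted p ran from 0.0171 to 1.00. At 24 h, the change from 0 h was larger in the mutant by 2.57 (standard error 0.50, adjusted p = 7.63e-04) for *ZAT10*, 2.08 (standard error 0.39, adjusted p = 5.14e-04) for *ATERF6* and 1.65 for *WRKY70*, and by less but past the threshold for *SAG14*. The differences for *ZAT12* (2.09, adjusted p = 0.0559) and *WRKY8* (0.75, adjusted p = 0.441) were not past the threshold. On the linear scale the mutant reached the higher levels at 72 h. The FPKM of *SAG14* at 72 h was 145 ± 82.6 (SD, n = 3) in the wild type and 971 ± 62.5 (n = 3) in the mutant. That of *ZAT12* was 86.7 ± 57.5 and 409 ± 25.3, and that of *WRKY70* was 9.73 ± 3.59 and 243 ± 20.4. The spread in the wild type at 72 h was wide for *ZAT10*, *SAG14* and *ZAT12*, but the libraries of the genotypes did not overlap for any of the 6 genes.

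**Figure D2:**
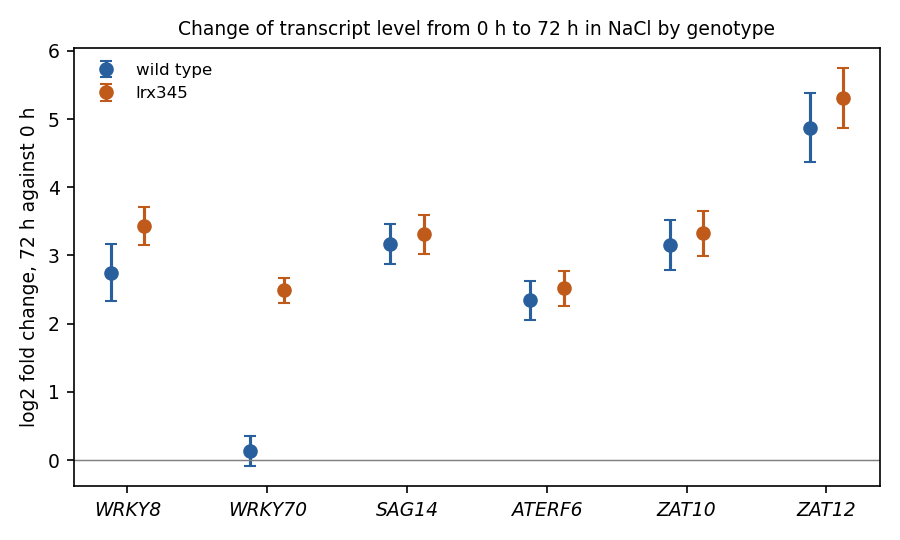
Log2 fold change from 0 h to 72 h of NaCl for 6 oxidative stress-responsive genes in the wild type (blue) and the *lrx345* mutant (orange), from 2 libraries per genotype at 0 h and 3 at 72 h, with the standard error of the model as bars. *WRKY70* lies at 0.13 in the wild type and 2.49 in the mutant, and the bars of the genotypes overlap for the other 5 genes.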

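*RbohD* (AT5G47910) and *RbohF* (AT1G64060) were compared between the genotypes at each time point. In the wild type, the FPKM of *RbohD* was 29.6 ± 1.60 (SD, n = 2) at 0 h, 26.5 ± 2.85 (n = 3) at 6 h, 35.3 ± 2.99 (n = 3) at 24 h and 52.2 ± 4.99 (n = 3) at 72 h. In the *lrx345* mutant it was 80.4 ± 11.2, 58.4 ± 3.69, 152 ± 10.9 and 126 ± 0.986. The log2 fold change between the genotypes was 1.44 (standard error 0.12, adjusted p = 5.37e-09) at 0 h, 1.14 at 6 h, 2.11 at 24 h and 1.28 (standard error 0.10, adjusted p = 1.09e-10) at 72 h. The FPKM of *RbohF* was 11.6 ± 0.0309, 14.4 ± 0.496, 13.9 ± 1.03 and 14.7 ± 0.258 in the wild type over the same time points. The mutant had 17.3 ± 1.36, 30.3 ± 3.78, 36.8 ± 3.07 and 53.4 ± 4.20. Its log2 fold change between the genotypes was 0.57 (standard error 0.11, adjusted p = 7.02e-04) at 0 h, 1.07 at 6 h, 1.41 at 24 h and 1.86 (standard error 0.09, adjusted p = 8.09e-14) at 72 h. For both genes, the libraries of the genotypes did not overlap at any time point. From 0 h to 72 h the difference between the genotypes grew for *RbohF*, by 1.29 (standard error 0.14, adjusted p = 4.37e-07), and did not change past the threshold for *RbohD* (-0.16, adjusted p = 0.451).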

Interestingly, *RbohD* and *RbohF*, encoding two NADPH oxidative enzymes required for the production of ROS, were up-regulated in the *lrx345* mutants both under basal conditions and upon NaCl treatment (Fig. 6A). In addition, the protein level of RbohD was increased in the *lrx345* mutant under both normal conditions and salt stress treatment (Fig. S11A).

**Figure 6.**
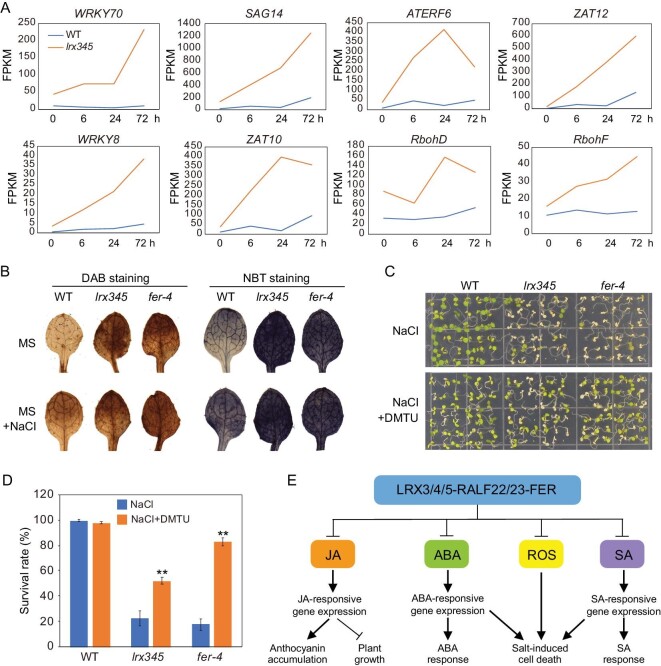
Inhibition of ROS production restores the cell-death phenotype of *lrx345* and *fer-4* mutants under high salinity. (A) Transcript levels of *RbohD*, *RbohF* and six oxidative stress-responsive genes before and after NaCl treatment. The expression values of each gene were calculated based on RNA-seq data. (B) Wild type, *lrx345* and *fer-4* seedlings before and after NaCl treatment were stained with DAB and NBT. (C) Phenotype of seedlings grown on MS+NaCl (120 mM) media supplemented with or without DMTU (5 mM). (D) Survival rate of the wild type, *lrx345* and *fer-4* seedlings grown on MS+NaCl (120 mM) media supplemented with or without DMTU (5 mM). Values are means of three biological replicates ± SD, **P < 0.01 (Student's *t*-test). (E) Diagram summarizing the role of LRX3/4/5-RALF22/23-FER module in the regulation of JA, SA, ABA and ROS accumulation.

We measured the content of ROS, including hydrogen peroxide (H_2_O_2_) and superoxide radicals (O_2_^·−^), in the *lrx345* and *fer-4* mutants using 3,3′-diaminobenzidine (DAB) and nitro blue tetrazolium (NBT) staining. Levels of both H_2_O_2_ and O_2_^·−^ were higher in the leaves of the *lrx345* and *fer-4* mutants than in wild type leaves (Fig. 6B). The increased accumulation of ROS in the leaves of the *lrx345* and *fer-4* mutants is opposite to previous results showing that FER promotes the accumulation of ROS in the root and filiform apparatus and positively regulates flg22-, elf18- and chitin-induced ROS production [14,42,43]. These contradicting results suggest that FER may control ROS production in tissue-specific and environmental stress-dependent manners. To understand whether the salt-induced cell-death phenotype of the *lrx345* and *fer-4* mutants is caused by the increased production of ROS, we grew seedlings on NaCl medium supplemented with dimethylthiourea (DMTU), a scavenger of H_2_O_2_. Application of DMTU largely reversed the cell-death phenotype of *fer-4* mutant and to a lesser extent suppressed that of *lrx345* mutant under high salinity (Fig. 6C and D). We also found that the wild type plants grown on NaCl media supplemented with H_2_O_2_ displayed a lower survival rate than the plants grown on media with NaCl alone (Fig. S11B and C), supporting that ROS over-accumulation enhances salt-induced cell death in plants.

Study has shown that ABA promotes the production of ROS via RbohD and RbohF NADPH oxidases [44]. To investigate whether *aba2* mutation-mediated inhibition of the cell-death phenotype of *lrx345* and *fer-4* mutants is a result of reduced ROS production, we assessed H_2_O_2_ and O_2_^·−^ in the *aba2-1 lrx345* and *aba2-1 fer-4* mutants using DAB and NBT staining. The *aba2* mutation did not obviously reduce the accumulation of H_2_O_2_ and O_2_^·−^ in the *lrx345* and *fer-4* mutants (Fig. S12A). However, gene expression analysis indicated that *RbohF*, but not *RbohD*, was substantially down-regulated in the *aba2-1 lrx345* mutant compared with the *lrx345* mutant (Fig. S12B). In addition, the expression of ROS-responsive genes, such as *ZAT10*, *SAG1*, *WRKY8* and *AtERF6*, was largely attenuated in the *aba2-1 lrx345* mutant, especially after NaCl treatment for 24 h or longer (Fig. S12B). These results suggest that the suppression of the salt-induced cell death of the *lrx345* and *fer-4* mutants by *aba2* mutation is at least partially a result of attenuated ROS response under salt stress.

## DISCUSSION

Environmental stresses, such as high salinity, not only trigger intracellular stress responses, but also interfere with cell wall integrity and inhibit plant growth [45]. Coordinated regulation of cell wall integrity, growth and stress response is critical for plants to survive under unfavorable environmental conditions. Previous results have indicated that the LRX3/4/5-RALF22/23-FER module is involved in regulating cell wall integrity, growth and salt stress responses in plants. Here, we provide transcriptomic, hormonal and genetic data to show that this regulation is achieved by the modulation of JA, SA and ABA hormones (Fig. 6E). As several genes involved in JA and SA biosynthesis were constitutively up-regulated in the *lrx345* and *fer-4* mutants, we proposed that LRX3/4/5-RALF22/23-FER may regulate JA and SA pathways by controlling the expression of their biosynthesis genes. A recent study showed that SA- and JA-responsive genes are also highly up-regulated in the *fer-4* mutant and that FER interacts with and destabilizes MYC2, a master regulator of JA response [19]. These results suggest that FER may regulate the expression of JA biosynthesis genes via the modulation of MYC2 stability.

Genetic or chemical perturbation of the cell wall was known to activate JA signaling [46,47], but the components linking cell wall stress to JA signaling had been missing. We found that the JA pathway is constitutively activated in the *lrx345* and *fer-4* mutants and in transgenic plants overexpressing *RALF22* or *RALF23*, suggesting that the LRX3/4/5-RALF22/23-FER module is involved in the relay of cell wall stress signals to the JA pathway. It is likely that stress-induced perturbation of cell wall integrity triggers the dissociation of the RALF22/23 from LRX3/4/5, and the released RALF22/23 peptides promote the internalization of FER [12], which then triggers the activation of the JA pathway. Our results showed that the SA pathway, which is generally considered as antagonistic to the JA signaling pathway [48,49], is also constitutively up-regulated in the *lrx345* and *fer-4* mutants. Therefore, how these two hormones are simultaneously increased in the *lrx345* and *fer-4* mutants is of great interest. Although disruption of SA biosynthesis partially suppresses the salt-hypersensitivity of the *lrx345* mutant, further work is required to address whether SA is induced by the perturbation of cell wall integrity and the exact roles of SA in the LRX3/4/5-RALF22/23-FER module-mediated pathways.

JA is an important hormone that is required for defense against diverse pathogens and herbivores [50,51]. The JA-mediated defense responses are usually accompanied by growth repression. In recent years, the molecular mechanisms underlying the roles of JA in the regulation of plant growth have been well addressed. JA promotes the accumulation of DELLA proteins that interact with and repress the transcription activity of growth-promoting PIF transcription factors [52–54]. Our genetic analysis showed that the dwarf phenotype of the *lrx345* and *fer-4* mutants is almost fully suppressed by mutations in *COI1* and *AOS* genes, which shows that JA is involved in the regulation of plant growth in the cell wall integrity pathways. Studies have shown that salt stress can activate the JA pathway [55,56], but the biological significance of JA pathway in salt stress tolerance is still largely unknown. We propose that the JA pathway, which is triggered by salt-induced perturbation of cell wall integrity via the LRX3/4/5-RALF22/23-FER module, is required to inhibit cell expansion under high salinity. The inhibition of cell expansion under high salinity allows priority to cell wall repair before cell growth can resume, thus preventing cell bursting.

The enhanced cell death of the *lrx345* and *fer-4* mutants under high salinity is similar to that observed in the *sos1* mutant [57]. SOS1, a Na^+^/H^+^ antiporter, is required for the extrusion of excessive Na^+^ from the cytosol and maintainance of ion homeostasis under salt stress [57,58]. Unlike the *sos1* mutant, Na^+^ is not significantly accumulated in the *fer* mutant under salt stress [59], which suggests a different mechanism for the salt-induced cell death in the *lrx345* and *fer* mutants. Salt stress can induce diverse cellular responses, such as Ca^2+^, ROS and ABA [32]. Our results showed that ABA and ROS contents are consitutively elevated in the *lrx345* and *fer-4* mutants, and the cell-death phenotype of the *lrx345* and *fer-4* mutants is almost fully suppressed by the *ABA2* mutation that disrupts ABA biosynthesis, and largely suppressed by DMTU, a H_2_O_2_ scavenger, suggesting that the abnormal ABA homeostasis and accumulation of ROS are the causes of the cell-death phenotype of the *lrx345* and *fer-4* mutants under high salinity. The accumulation of ROS in the *lrx345* and *fer-4* mutants is probably caused by the increased expression of *RbohD* and *RbohF* genes. Extensive studies have shown that over-accumulation of ROS results in cell death in plants [60–62], but the mechanisms underlying the roles of ABA in the regulation of cell death are still largely unknown. Based on the knowledge that ABA promotes the production of ROS via RbohD and RbohF NADPH oxidases [44], and that elevated expression of *RbohF* gene in the *lrx345* mutant was attenuated by the *aba2* mutation, we speculate that ABA promotes the salt-induced cell death of the *lrx345* and *fer-4* mutants via RbohF-mediated production of ROS. We found that the *abi2-1* mutation did not suppress the salt-hypersensitive phenotype of *lrx345* and *fer-4* mutants. This result may be explained because the *abi2-1* mutation does not fully block ABA signaling. Alternatively, LRX3/4/5- and FER-mediated regulation of salt stress response may depend on ABA pathway component(s) other than ABI2. Studies have shown that FER regulates the GEFs-ROP11 complex [17] and ROP11 protects the activity of ABI1 and ABI2 by alleviating the ABA receptor PYL9-mediated inhibition [63]. It is possible that besides regulating ABA accumulation, FER may control salt stress tolerance by regulating ABA response through several signaling components.

Proper regulation of stress-responsive gene expression is critical for plants to survive under adverse environmental conditions. Although extensive studies have elucidated the genes and signaling pathways that are required for the regulation of the expression of stress-responsive genes [32,64,65], the physical properties of cells that determine the dynamic expression of stress-responsive genes in response to high salinity are still unclear. Our data showed that the *lrx345* and *fer-4* mutants, and the wild type plants treated with EGCG, an inhibitor of PMEs, lost the ability to activate and attenuate the expression of many stress-responsive genes after short and prolonged exposure to high salinity, suggesting that expression patterns of salt stress-responsive genes are determined by the properties of the cell wall, the signals of which are monitored and transduced by the LRX3/4/5-RALF22/23-FER module. In future, the association between pectin structure and salt stress response needs to be investigated in more detail.

In summary, identification of the downstream signaling pathways that are regulated by the LRXs-RALFs-FER module helps us to understand the intracellular events that plants explore to respond to cell wall perturbation under a variety of environmental stresses. The intermediate steps leading from the LRX3/4/5-RALF22/23-FER module to the induction of downstream responses including the increases in ABA, JA and SA levels remain to be elucidated. Nonetheless, our results provide a mechanistic framework to understand how phytohormone content and signaling are modulated to provide a homeostatic mechanism allowing for maintenance of cell wall integrity and growth regulation as well as for plant survival under salt stress. The simultaneous increase of multiple hormones in the *lrx345* and *fer-4* mutants provides an invaluable opportunity to investigate the cross-talk among these hormones and how too much of these defense hormones under salt stress can cause plant death. Understanding the biological function of the LRX3/4/5-RALF22/23-FER module may ultimately enable engineering of crop plants that not only can survive salt stress but also can grow well.

## METHODS AND MATERIALS

The methods and materials are described in detail in the Supplementary data.

## Data resources

RNA-seq data have been deposited in the NCBI GEO under accession numbers GEO: GSE136269.

## Supplementary Material

nwaa149_Supplemental_Files Click here for additional data file.

# Supplementary material for: The LRXs-RALFs-FER module controls plant growth and salt stress responses by modulating multiple plant hormones
**Source:** Natl Sci Rev. 2020 Jun 30;8(1):nwaa149. doi: 10.1093/nsr/nwaa149
**Supplement:** nwaa149_Supplemental_Files

**METHODS AND MATERIALS**

**Plant materials and growth conditions**

The Col-0 ecotype of *Arabidopsis thaliana* was used as the wild type. *lrx345*, *fer-4*, *coi1-1*, *aos*, *coi1-16*, *aba2-1*, *aba2-3*, *abi2-1*, *sid2-2*, and *jazQ* mutants have been described previously [12,24,25,27,28,33,36,66,67]. The *coi1-1 lrx345*, *aos lrx345*, *coi1-16 lrx345*, *aba2-1 lrx345*, *aba2-3 lrx345*, *sid2-2 lrx345*, *coi1-1 fer-4*, and *aba2-1 fer-4* mutants were generated by crossing. Homozygous mutants were confirmed by PCR-based genotyping. Plants were grown at 23°C with a long-day light cycle (16 h light/8 h dark). The primers used for genotyping are listed in Table S8.

**Mapping by whole-genome resequencing**

To screen for *lrx345* suppressors, approximately 15,000 *lrx345* seeds were mutagenized by EMS. In M2 generation, suppressors that recovered the growth of *lrx345* mutants were collected for mapping. The *lrx345* suppressors were backcrossed to the *lrx345* mutant. In the F2 generation, approximately 120 plants with suppressor phenotypes were mixed together for the extraction of genomic DNA using DNeasy Plant Maxi kit (QIAGEN). Illumina technology was used for whole genomic DNA re-sequencing. The sequencing reads generated from *lrx345* suppressors were aligned to the TAIR10 reference genome using BWA [68]. The generated SAM files were converted to BAM files. PCR duplications were removed using MarkDuplicates.jar in Picard (http://broadinstitute.github.io/picard/). SNPs in the suppressors were identified using HaplotypeCaller in GATK [69]. The SNPs were chosen based on the following criteria: 1) homozygous reference alleles in wild type; 2) C->T or G->A mutation change in the suppressors; 3) ratios between alternative alleles and total read depth > 0.3. After identifying all SNPs, a five-SNP window was used to calculate the ratio of mutations. The position with high mutation ratio was marked on the chromosome. The SNPs around the peak position were selected to identify the causal mutations.

**Construction of plasmids and transformation**

To generate *p35S::JAZ1-YFP* and *p35S::JAZ9-YFP* constructs, the coding region sequences of *JAZ1* and *JAZ9* were amplified and integrated into pDONR207 ENTRY vector using Gateway BP Clonase II Enzyme Mix (Thermo Fisher Scientific). After verification by sequencing, all fragments were recombined into the destination vector pEarleyGate101 using Gateway LR Clonase II Enzyme Mix (Thermo Fisher Scientific). Genetic transformation of *Arabidopsis thaliana* was conducted by using *Agrobacterium tumefaciens* (GV3101 strain)-mediated floral dip method. The homozygous lines of each transformant were screened on MS medium supplemented with phosphinothricin. Primers used for the construction are listed in Table S8.

**Protein Extraction and Immunoblotting**

Proteins were extracted from 7-day-old seedlings of *Arabidopsis thaliana* using the following buffer: 100 mM Tris-HCl pH7.5, 150 mM NaCl, 10% Glycerol, 10 µg/mL antipain, 10 µg/mL aprotinin, 10 µg/mL leupeptin, 1 mM DTT, 1 mM PMSF and phosphatase inhibitor cocktail set II. The ground samples were mixed with the extraction buffer by vortex and incubated on ice for 15 min. After centrifugation at 4 °C for 10 min at a maximum speed, the supernatants were transferred into new 1.5 mL eppendorf tubes. The total protein concentration was measured by BioPhotometer (Eppendorf) using Quick Start^TM^ Bradford 1×Dye Reagent (BIO-RAD). An equal amount of protein for each sample was loaded and separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Proteins on the gel were transferred to supported nitrocellulose membrane (BIO-RAD) using a trans-blot semi-dry transfer cell (BIO-RAD). Immunoblotting was performed by using anti-GFP.

**DAB and NBT staining**

DAB staining solution (DAB was dissolved in 50 mM Tris-HCl pH 3.0 with a final concentration of 1 mg/mL) and NBT staining solution (NBT was dissolved in water with a final concentration of 1 mg/mL) were used for hydrogen peroxide and superoxide detection, respectively. For the staining assay, the seeds of *Arabidopsis thaliana* were germinated vertically on 1/2 MS-agar plates for 10 days, and then the seedlings were transferred into liquid 1/2 MS medium and incubated overnignt with a gentle shake. After treatment with 150 mM NaCl for 1 h, the seedlings were stained with DAB and NBT staining solution and incubated overnight at room temperature under dark conditions. Finally, the seedlings were destained overnight by ethanol and visualized by LEICA EZ4 HD microscope.

**Measurement of ABA, JA, and SA hormones**

For ABA analysis, approximately 50 mg fresh seedlings were ground in liquid nitrogen and placed in a 1.5 mL Eppendorf tube with 0.5 mL 70% MeOH containing 2 ng ABA-*d_6_*. For JA analysis, 50 mg ground seedlings were placed in a 1.5 mL tube with 0.5 mL 70% MeOH. For SA analysis, 25 mg ground plant samples were placed in a 1.5 mL tube with 0.5 mL 70% MeOH containing 2 ng SA-*d*_4_. To measure these three hormones, the tubes wgere vortexed at 100 *g* for 1 h at 10°C, and then centrifuged at 20,000 *g* for 10 min at 20°C. 0.3 mL supernatant from each tube was transferred to a new HPLC vial and diluted two-fold with sterile distilled water. 50 µL solution of each sample was assayed by liquid chromatography tandem mass spectrometry (LC-MS) and the levels of ABA, JA, and SA were quantified by Peakview 1.2 (AB SCIEX). JA concentration was calculated based on the calibration curve created by running a JA standard solution.

**Anthocyanin measurement**

Anthocyanin content was assessed as previously described [70]. In brief, 30 seedlings for each sample were collected in a 2 mL Eppendorf tube with 600 μL of 1% HCl in methanol (v/v). The seedlings were incubated overnight in the dark at 4°C with gentle shaking. After extraction, 400 μL water and 400 μL chloroform were added and the samples were vortexed. The tubes were centrifuged at 12,000 rpm for 2 min, and the supernatant was transferred to a new tube. The absorbance of each supernatant was measured spectrophotometrically at 530 nm and 657 nm, respectively. The concentration of anthocyanin was calculated using the formula *A*_530_ - 0.25 *A*_657_.

**RNA-seq analysis**

Ten-day-old seedlings before and after NaCl treatment (150 mM) for 6 h were collected for RNA isolation using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. The total RNAs were sequenced by Illumina. Three biological replicates were performed for each sample. Reads of RNA-seq data were mapped to the Arabidopsis reference genome (TAIR10) using TopHat [71]. Differentially expressed genes between wild type and *lrx345* mutant were identified using cuffdiff in Cufflinks. The genes belonging to the categories of “JA biosynthetic genes”, “SA biosynthetic genes”, “response to JA”, and “response to SA” were identified based on the annotation in the database of The Arabidopsis Information Resource (TAIR).

**Quantitative real-time RT-PCR Analysis**

Ten-day-old seedlings before and after NaCl or ABA treatment were collected for RNA isolation using plant RNA kit (Omega Bio-tek) according to the manufacturer’s instructions. Complementary DNA was synthesized from 2 μg total RNA using M-MLV reverse transcriptase (Promega). Quantitative real-time PCR was performed with PerfeCTa SYBR Green Fastmix (Quanta Biosciences). Primers used for qRT-PCR are shown in Table S8.

# Supplementary material for: The LRXs-RALFs-FER module controls plant growth and salt stress responses by modulating multiple plant hormones
**Source:** Natl Sci Rev. 2020 Jun 30;8(1):nwaa149. doi: 10.1093/nsr/nwaa149

Figure S5

A

| Suppressors    | Aelles        | Mutation  | aa changes    |
|----------------|---------------|-----------|---------------|
| <i>slrx4</i>   | <i>tt4-16</i> | C284 to T | Ser95 to Phe  |
| <i>slrx9</i>   | <i>tt4-17</i> | G332 to A | Gly111 to Asp |
| <i>slrx26</i>  | <i>tt4-18</i> | C323 to T | Pro108 to Leu |
| <i>slrx398</i> | <i>tt4-19</i> | C574 to T | Leu192 to Phe |
| <i>slrx720</i> | <i>tt4-20</i> | C833 to T | Pro278 to Leu |
| <i>slrx429</i> | <i>tt3-7</i>  | G317 to A | Gly106 to Glu |
| <i>slrx621</i> | <i>tt6-7</i>  | G331 to A | Gly111 to Arg |
| <i>slrx748</i> | <i>tt6-8</i>  | G201 to A | Trp67 to stop |

B

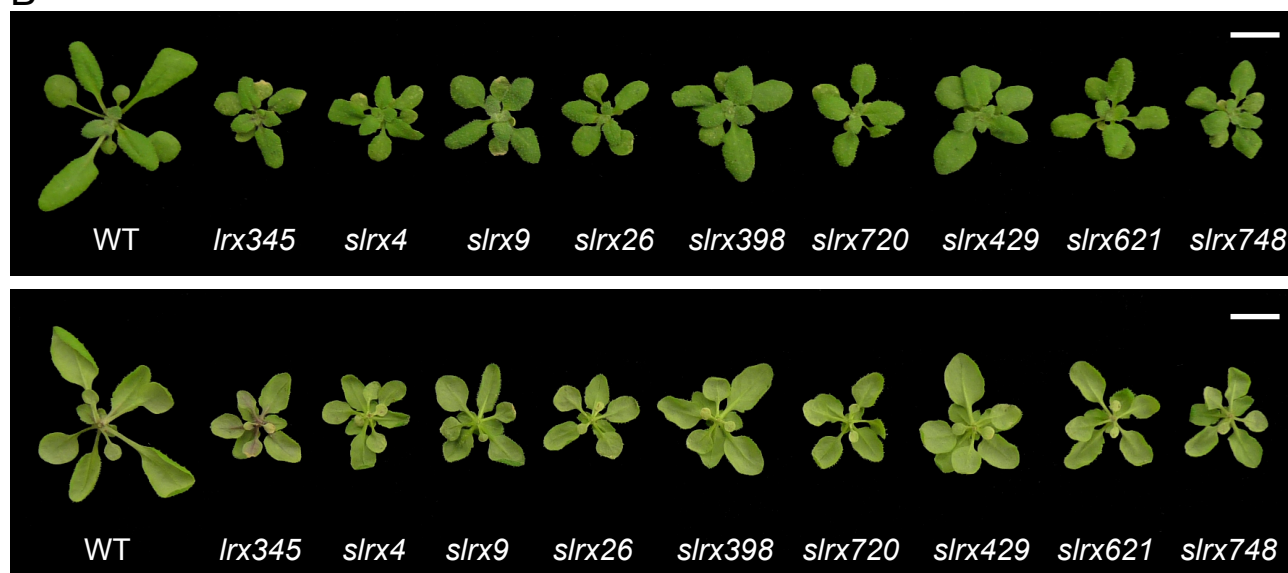

C

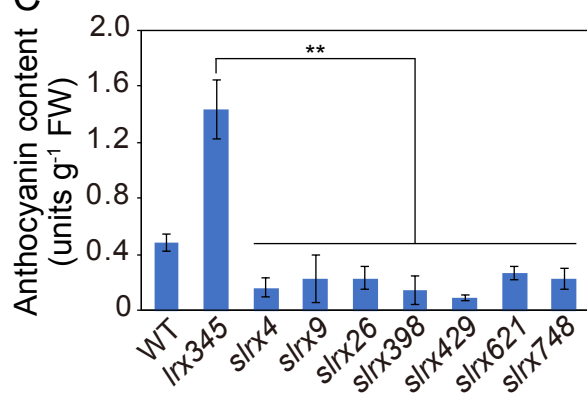

D

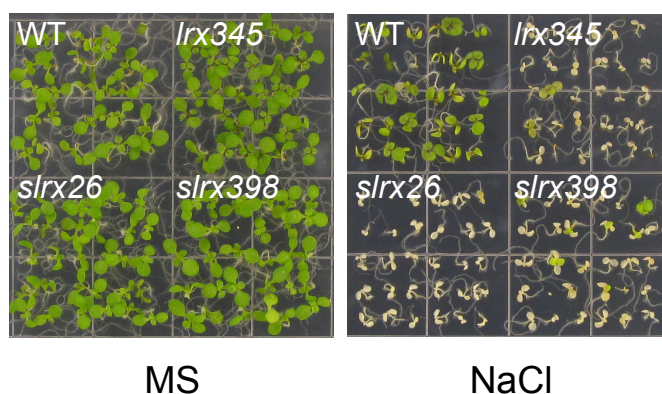

**Supplement:** nwaa149_Supplemental_Files

# Supplementary material for: The LRXs-RALFs-FER module controls plant growth and salt stress responses by modulating multiple plant hormones
**Source:** Natl Sci Rev. 2020 Jun 30;8(1):nwaa149. doi: 10.1093/nsr/nwaa149
**Supplement:** nwaa149_Supplemental_Files

Table S8. Primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

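Gene expression was measured by RNA-seq in 22 libraries of whole-seedling RNA, from the wild type and the *lrx345* mutant at 0, 6, 24 and 72 h of NaCl treatment. There were 2 libraries per genotype at 0 h and 3 at each later time point, as the labels give them, although the methods name 3 replicates per sample. The paper's other RNA-seq experiment (Fig. 1, Tables S1 and S2) is not among these 22 libraries and was not used here, apart from its tables. Whether its libraries were deposited elsewhere was not examined.

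The authors mapped the reads to TAIR10 with TopHat, whose version is not stated, and deposited raw counts of fragments per gene and library. These counts were made with featureCounts 1.4.6 over the exons of the Ensembl TAIR10 annotation. Reads were counted as pairs and without regard to strand, and fragments that mapped to several places or lay over several genes were left out. The table also gives the summed exon length of each gene. No step of trimming or filtering of reads is stated, and none can be repeated from the counts. The paper's own test was cuffdiff, which needs the reads and was not run here.

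Columns were assigned to samples by genotype, time point and replicate number. The count table and the labels give different numbers to one library of the wild type at 0 h, so this library was used without a number. The table lists 33602 genes, of which 32835 identifiers matched the reference gene table. Symbols were taken from the paper's tables and from that gene table. At least 1 count in any library was found for 28074 genes, and 21831 passed the filter filterByExpr of edgeR with its default settings by group. Only these genes were tested.

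The counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were scaled by the TMM method, and one quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all 22 libraries, with a mean for each of the 8 groups of genotype and time point and one estimate of the spread per gene. The p-values were adjusted by the method of Benjamini and Hochberg over the genes tested. Counts of genes that differ between genotypes used an adjusted p under 0.05 and a fold change above 2. All other counts of genes used the adjusted p alone. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic, which is approximate. FPKM were computed from the counts, the exon length in the table and the scaled library sizes. A change of the genotype difference with time was tested as an interaction contrast.

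Total counts per library ran from 7413461 to 15047080, with a median of 11799160.5. Over the 20 pairs of libraries of the same group, the chi-square per degree of freedom ran from 2.46 to 14.5, where counting noise alone gives 1. This value is taken over all genes together. A group whose libraries all hold at most 3 counts was taken as not detected at this depth, and a fold change against it is given as a lower bound against 3 counts. An exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1.

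The code was tested on simulated data with the same libraries and 21831 genes, of which 200 were changed. The changed genes had a mean count of at least 50 and were raised or lowered by more than 2-fold. In 4 comparisons (the genotypes at 0 h and at 6 h, the wild type at 6 h against 0 h, and the genotype difference at 72 h minus that at 6 h), edgeR recovered between 98.5% and 100% of the changed genes, and between 3.85% and 7.41% of its calls were false. DESeq2 was run on the genotypes at 6 h, where it recovered 100% and 8.68% of its calls were false. Smaller changes, changed genes with fewer counts and far larger numbers of changed genes were not simulated, so these percentages do not extend to them.

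Genes named in the text are those the paper names for its RNA-seq, the genes matched by the genotyping primers of the *lrx345* lines and, at 6 h and 72 h, the 3 genes with the largest change in each direction among those past both thresholds, with a mean count of at least 50 and no overlap between the libraries of the genotypes. Beyond this rule, the text names marker genes of the clock, of photosynthesis and of the root, and genes of the paper's supplementary tables that make up a small count. The rule, the tests and the alternatives were set before the data were examined, except for the comparisons and tests that the text gives as added or chosen afterwards. *ABR* was left out because no table pairs the name with an identifier, and *LRX4* and *LRX5* are given by identifier for the same reason. Lists of genes by gene ontology term were not available, so the enrichments of the paper were not recomputed.

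The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile factors in place of TMM, no filter on low counts, a mean count of at least 20, the replicate number as a block, fits of only the groups compared, the counts of genes between genotypes with an unadjusted p under 0.05 or without a fold-change minimum, a fold change above 2 added to the other counts, and fits that each left out one library. Leaving out a library at 0 h leaves 1 in its group, so only log2 fold changes were computed there. The replicate numbers come from the labels, which do not say what the libraries of one number share. The genome sequence (TAIR10.1) was searched with BLAST+ 2.17.0 for other places that match a named gene at 95% identity or more over at least 100 bases, and for the genotyping primers. Identity was taken over each whole alignment, so a shorter and more similar stretch within one was not counted. Plots and comparisons with the paper's tables were made in Python 3.11.15.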

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

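Of the tests given here, those of the scaling for the salt-inducible genes and for *PR1*, of the photosynthesis genes and of the root genes were chosen only after the result was seen.

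The difference between the *lrx345* mutant and the wild type was not the same at 6 h and 72 h. A direct test of this change was past the threshold for 7804 genes, and for *RD29A* and *RD29B*, which belong to the paper's main pattern, it gave 3.68 and 7.25 on the log2 scale, in the direction that all 6 libraries of each time point show. Exchanging the genotype labels of same-numbered libraries within each time point gives 16 arrangements, and 2 of them, the real one included, gave as many genes. The other one exchanged replicates at 6 h and kept the real labels at 72 h, so its 9571 genes measure the difference between genotypes at 72 h. The arrangements that exchanged labels at both time points gave 0 genes past the threshold and between 234 and 1009 at an unadjusted p under 0.05, against 9696 with the real labels. Whatever the counts, 16 exchanges cannot give a share under 0.05, so this share does not settle whether the pattern can be told apart from a chance arrangement of the libraries.

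The paper lists values at 24 h but does not report which genes differ between the genotypes there. At that time point 2893 genes were higher and 1042 lower in the *lrx345* mutant. For the libraries at 24 h, 1 of the 4 arrangements that exchange same-numbered libraries, the real one, gave as many genes. The other 3 gave 0 genes past the threshold. At an unadjusted p under 0.05 and a fold change above 2 they gave between 227 and 270, against 4071 with the real labels. At 6 h and at 72 h the real arrangement was likewise 1 of 4, and the others gave 0 genes. At an unadjusted p under 0.05 and a fold change above 2 the others gave 130 to 219 and 107 to 327 genes. The real labels gave 2871 and 5443. A share of 1 in 4 is the smallest that these exchanges can give, and with the numbers set aside 3 libraries against 3 allow no p under 0.1, so a count of arrangements cannot rule out chance here.

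The number of genes that differ between the genotypes rose with the duration of NaCl treatment. It did so with 2 libraries in every group, from 1391 at 0 h through 2408 at 6 h and 3704 at 24 h to 4861 at 72 h, so the smaller number of libraries at 0 h does not account for the rise. With every library thinned to 7413461 counts, the numbers were 1296, 2473, 3781 and 5214, so library size does not account for it either. Across genes, the log2 fold change at 72 h was nearly unrelated to gene length (Spearman's rho 0.0646 over genes, which are not independent replicates), so breakdown of RNA that depends on gene length is not a candidate explanation.

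More of the genes raised by NaCl in the wild type at 6 h were higher in the *lrx345* mutant at that time point (1082) than lower (946), and the paper reports on the lower ones. Over 3 other scalings the smallest ratio of higher to lower genes was 1.07, with 1009 and 947 genes under upper-quartile factors, so scaling does not reverse the order. When the genes were chosen on one wild type library of each time point and compared on the others, 62.8% of 1790 genes were higher in the mutant. Choosing genes for high values in the same wild type libraries favours genes lower in the mutant, so this share is no test of an excess of higher genes. Of the higher genes, 44.5% were already higher before NaCl treatment past the threshold at any fold change, against 10.0% of all genes tested. With 2 libraries per genotype at 0 h this share can be too low, and the median log2 fold change of the higher genes at 0 h was 0.62, so a difference already present at 0 h remains as an explanation for many of them.

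Several genes that the paper names for its first RNA-seq experiment, without NaCl, lost part of their difference between the genotypes during NaCl treatment, and the paper does not report them under NaCl in the time course. The log2 fold change at 72 h minus that at 0 h was -4.87 for *PDF1.2*, -3.99 for *PDF1.2b*, -4.56 for *PDF1.2c*, -5.34 for *PDF1.3*, -6.46 for *PR1*, -3.00 for *PR5*, -0.91 for *ICS1*, -2.68 for *PBS3* and -1.50 for *AtBG1*, each past the threshold. The wild type held at most 4 counts of *PDF1.2b* and 6 of *PDF1.2c* per library at 0 h, and without WT 0 h replicate 1 their values were -5.20 and -6.24, so their size is uncertain. *PR1* was higher in the mutant by 6.36 at 0 h, with all 4 libraries showing the direction, and differed by -0.10 at 72 h, where the FPKM was 36.6 in the wild type and 34.2 in the mutant and the libraries of the genotypes overlapped. Over 4 scalings the adjusted p of *PR1* at 72 h ran from 0.426 to 0.859, so scaling does not account for the loss. In the search for a near-identical copy, 0 whole alignments of *PR1* with other places reached 95% identity over 100 bases. More similar stretches within an alignment were not searched for. At 72 h itself the 4 scalings were compared for *PR1* alone. For *PDF1.2*, *PDF1.2b*, *PDF1.2c*, *PDF1.3*, *PR5*, *ICS1*, *PBS3* and *AtBG1* the same search also found 0 such alignments. Their change from 0 h to 72 h stayed past the threshold in every alternative with a test, with adjusted p of at most 9.68e-04. These alternatives include DESeq2 with its size factors and upper-quartile factors. *VSP2* was higher in the mutant by 3.98 at 0 h and by 3.99 at 72 h, and *CBP60G* by 3.46 and 2.66. The change was not past the threshold for *VSP2* (0.01), *CBP60G* (-0.79, and 0.09 without lrx345 0 h replicate 2) and *EPS1* (-0.35), so the loss was not shown for all of these genes.

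The genes with the largest changes at 6 h are not named in the paper for these data. One of them, *PDF1.2c*, is named for its first RNA-seq experiment and is given above. *JAL23* (AT2G39330) and *MBP1* (AT1G52040) were higher in the *lrx345* mutant by 7.65 and 7.47 on the log2 scale, and were already higher by 8.17 and 7.11 at 0 h. *PRP1* (AT1G54970), *PER64* (AT5G42180) and *CASP2* (AT3G11550) changed by -4.51, -3.99 and -3.88, and did not differ past the threshold at 0 h. Tested directly, their difference at 6 h minus that at 0 h was -3.94, -3.81 and -3.46, each past the threshold. All 6 libraries showed the direction for each gene, which the rule for naming these genes required. A smaller share of root RNA in the mutant was tested with 22 root genes that exclude these. At 6 h 68.2% of them were lower in the mutant, with a median of -0.96, and 4 (*MYB36*, *SHR*, *WER* and *PLT2*) were higher past the threshold, so a common loss of root RNA is not enough to explain the lower genes at 6 h.

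At 72 h *THI2.1* (AT1G72260) was at least 80.3-fold higher in the *lrx345* mutant, and *GolS7* (AT1G60450) and AT4G11590 were higher by 7.34 and 6.46 on the log2 scale. AT5G46900 was at least 57.1-fold lower, *AGP30* (AT2G33790) changed by -7.58 on the log2 scale, and AT5G46890 was at least 35.9-fold lower. The paper does not name these genes. All 6 libraries showed the direction for each, as the rule for naming them required. AT5G46890 and AT5G46900 are 94.5% identical over 526 bases. Taken as whole alignments, 0 matches reached 95% over 100 bases. Shorter stretches of at least 95% identity between these genes are not excluded by this. Of the 22 root genes, 86.4% were lower in the mutant at 72 h, with a median log2 fold change of -1.16, and 21 of 22 were lower at 24 h, with a median of -2.33. At 72 h 1 root gene (*SKOR*, by 0.83) was higher past the threshold, and the strongest decrease was -2.51, for *RHS18*. A smaller share of root RNA in the mutant therefore remains as an explanation for genes lowered by about as much as the root genes, and not for the size of the change of *AGP30*. All 6 photosynthesis genes tested (*CAB2*, *LHCB2.1*, *LHCB3*, *LHCB4.1*, *LHCB5* and *RBCS1A*) were lower in the mutant at 72 h past the threshold, with a median of -0.93, and at 24 h, with a median of -0.51. All 6 were also lower at 0 h, with a median of -0.24, and at 6 h, with a median of -0.29. At each of these earlier time points 2 were past the threshold, so part of the difference can precede NaCl treatment. From 0 h to 72 h they changed by between -0.47 (*RBCS1A*) and 2.93 (*CAB2*) in the mutant. In the wild type they changed by between 0.12 (*RBCS1A*) and 3.52 (*LHCB2.1*). These changes also hold the time of day and the age of the seedlings. A loss of green tissue in the mutant therefore remains as an explanation for genes lowered at 72 h by about as much as these genes. The root genes and the photosynthesis genes were both lower at 72 h, and a shift of RNA between root and green tissue alone would not lower both. Neither a smaller share of root RNA nor a loss of green tissue was tested for the genes higher at 72 h.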

How the results depend on the processing

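No test given here was chosen after the result was seen, but 7 counts of genes and the genotype difference of *RD29A* at 0 h with its change from 0 h to 6 h were added with their alternatives after the data were seen. These are the salt-inducible genes higher or lower in the *lrx345* mutant at 6 h, the genes of Table S6 that rose or fell between 6 h and 72 h, and the genes of Tables S6 and S7 with a smaller salt response in the mutant.

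Without a fold-change minimum, the numbers of genes higher and lower in the *lrx345* mutant were 2190 and 1750 at 0 h, 3989 and 3872 at 6 h, 5304 and 6207 at 24 h, and 6842 and 6705 at 72 h. The excess of higher genes seen with the minimum is therefore much smaller without it, and at 24 h it turns into an excess of lower genes. With a mean count of at least 20, the number lower at 24 h was 653 in place of 1042. An unadjusted p under 0.05 with the fold change kept all 8 numbers within 1.5 times.

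A fold change above 2 added to the adjusted p reduced the salt-inducible genes of the wild type at 6 h to 1500, those higher in the mutant at 6 h to 451, those lower to 114, those lower at 6 h and higher at 72 h to 55 and those lower at 6 h and not higher at 72 h to 59. Of the genes of Table S6 it left 58 lower at 6 h and 102 higher at 72 h in the mutant, and in the mutant from 6 h to 72 h 10 falling and 49 rising. Of the genes of Table S7 it left 40 lower at 6 h and 4 higher at 72 h (*LBD1*, AT1G54870, *GASA3* and *ORP4B*). The genes whose genotype difference changed between 6 h and 72 h fell to 3315, and the aquaporin genes lower at 6 h to 1 (AT2G25810).

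Across the fits that each left out one library, the genes lower at 6 h and higher at 72 h numbered from 222 to 293, those lower at 6 h and not higher at 72 h from 472 to 695, and those whose genotype difference changed from 6856 to 7562. The genes of Table S7 higher at 72 h numbered from 6 to 13 across the 6 fits that each left out one library, against 11 with all libraries. Among the counts of genes refitted in this way, which leave out the genes higher or lower at 0 h and the genes of abscisic acid metabolism, this was the only one that moved by more than 1.5 times. The cause was not tested for any of these changes.

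DESeq2 in place of edgeR, upper-quartile factors, no filter on low counts, and fits of only the groups compared kept every count of genes within 1.5 times. Upper-quartile factors moved the median log2 fold change of all genes between the genotypes to -0.16 at 24 h and -0.11 at 72 h, from -0.08 and -0.01 with TMM, and log2 fold changes at these time points shift by about as much, which is small beside the medians given for the root and photosynthesis genes.

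The replicate numbers were checked as a possible pairing. The group means were first taken out. Libraries of the wild type and the mutant with the same number then had a mean correlation across genes of -0.00526, against 0.00245 for other numbers. By time point this was 0.078 against -0.039 at 6 h, -0.035 against 0.017 at 24 h and -0.059 against 0.029 at 72 h. The counts thus show no shared batch that holds across time points, but a small shared batch at 6 h is not excluded. With the replicate block, the genes lower at 6 h and higher at 72 h numbered 273 and those not higher at 72 h 644. No block was fitted at 0 h, where the genotypes share 1 number.

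For the named genes, 146 log2 fold changes were recomputed under the alternatives. Of 1607 values with a test, 1562 kept their direction and their side of the threshold, 15 were no longer past the threshold, 7 passed it only in the alternative and 23 changed direction. Of 196 values without a library at 0 h, which have no test, 186 moved by less than the spread between libraries, 8 of them to or across 0, and 10 by more. Of these 8, which belong to *ATERF6*, *VSP2*, *RD29A*, *ZAT10* and *CBP60G*, the furthest shift was that of *CBP60G* at 72 h minus 0 h, from -0.79 to 0.0869 without lrx345 0 h replicate 2. None of the 23 with a test that changed direction was past the threshold in either direction. They concern *VSP2* at 72 h minus 0 h (0.01, against -0.0134 with DESeq2, -0.0726 with upper-quartile factors and -0.0406 with no filter), and at 72 h *COR15B* (0.09, against -0.0128 with upper-quartile factors) and *COR47* (0.06, against -0.0428). Across the fits that each left out one library, the values ran from -0.29 to 0.27 for *VSP2* (0.24 the highest with every library at 0 h kept), -0.10 to 0.21 for *COR15B*, -0.0532 to 0.18 for *COR47* and -0.38 to 0.20 for *PR1* at 72 h, from -0.14 to 0.50 for *ATERF6*, -0.17 to 0.81 for *ZAT10* and -0.15 to 0.70 for *SAG14* at 72 h minus 0 h, from -0.0672 to 0.27 for *COR413-TM1* at 72 h minus 6 h, from -0.24 to 0.36 for *RD29A* at 6 h minus 0 h, and from -0.23 to 0.31 for *WRKY70* in the wild type at 72 h against 0 h. *KIN2*, *COR413-TM1*, *KIN1*, *PR5*, *PBS3* and *SAG14* account for the 15 and 7. *KIN2* was lower at 6 h past the threshold with no filter (-0.53) and without WT 6 h replicate 3 (-0.84), and over its alternatives the adjusted p ran from 0.00111 to 0.314. In the wild type, 2 of 3 libraries lay above those of the mutant and the other below. *COR413-TM1* at 72 h (-0.50, without overlap between the libraries) had an adjusted p from 0.0174 to 0.140 over its alternatives and is best read as undecided. The directions of *RD29A*, *RD29B* and the other named genes of Table S6 at 6 h and 72 h were the same in every alternative.

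The depth limits the comparison with 0 h for genes that are nearly silent before NaCl treatment. *RD29B*, *TZF4* and *NADP-ME1* held at most 3 counts in every library of the mutant at 0 h, so the size of their rise in the mutant is not given, and with 2 libraries per genotype at 0 h a smaller rise in the mutant is hard to show.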

Differences from the paper's values

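No test is given here, so none was chosen after a result was seen.

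With the same pattern applied to all genes tested, 290 salt-inducible genes were lower in the *lrx345* mutant at 6 h and higher at 72 h, against the paper's 160. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's in fits of only the groups compared (239) and without WT 6 h replicate 1 (239), WT 6 h replicate 3 (230), lrx345 6 h replicate 1 (222) or lrx345 6 h replicate 2 (223), and not in the others. Salt-inducible genes lower at 6 h and not higher at 72 h numbered 656, against the paper's 173, and none of the alternatives set before the data were examined came within 1.5 times of it. With a rise above 2-fold required in the wild type and any fold change between the genotypes, a count that is not among those alternatives, 327 genes were lower at 6 h, against the 946 with any rise and the paper's 160 and 173 in its 2 lists. Whether they are the paper's genes was not counted.

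The FPKM of the named genes were compared with Tables S6 and S7. Of 120 values, 27 differed by more than the SD between libraries and by more than 1.5 times. The FPKM of *RAB18* in the wild type was 0.242 at 0 h, 122 at 6 h, 11.7 at 24 h and 11.3 at 72 h, against the paper's 0.421, 202, 18.8 and 18.3. The mutant had 0.342 at 0 h, 57.2 at 6 h, 29.2 at 24 h and 161 at 72 h, against the paper's 0.569, 94.9, 44.6 and 244. For *RAB18*, values within 1.5 times the paper's were 12.7 without WT 24 h replicate 1, 12.6 without WT 24 h replicate 3, 12.3 without WT 72 h replicate 3 and 29.8 in the mutant at 24 h with DESeq2's size factors. Further ones were 30.5 in the mutant at 24 h and 163 in the mutant at 72 h with a mean count of at least 20, 30.1 without lrx345 24 h replicate 2, 31.6 without lrx345 24 h replicate 3 and 177 without lrx345 72 h replicate 2. The gaps in the wild type at 0 h and 6 h and in the mutant at 0 h and 6 h were closed by none of the alternatives. The FPKM of AT1G16850 in the wild type was 5.14 at 0 h and 224 at 6 h, against the paper's 7.78 and 342. The mutant had 100.1 at 6 h, against the paper's 151. For AT1G16850, values within 1.5 times the paper's were 5.38 in the wild type at 0 h with upper-quartile factors, 239 without WT 6 h replicate 3 and 101 in the mutant at 6 h with no filter on low counts. Further ones were 101 in the mutant at 6 h with a mean count of at least 20, 108 without lrx345 6 h replicate 1 and 104 without lrx345 6 h replicate 2. The FPKM of *LEA4-5* in the wild type was 0.250 at 0 h and 180.2 at 6 h, against the paper's 0.385 and 273. For *LEA4-5*, values within 1.5 times the paper's were 0.262 in the wild type at 0 h and 183 in the wild type at 6 h with upper-quartile factors and 198 without WT 6 h replicate 3. Where alternatives are given for a value, the other alternatives set before the data were examined did not close the gap.

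The FPKM of *COR15B* in the wild type was 5.56 at 0 h and 196 at 6 h, against the paper's 8.65 and 306. The mutant had 7.66 at 0 h and 79.0 at 6 h, against the paper's 11.5 and 119. For *COR15B*, values within 1.5 times the paper's were 5.82 in the wild type at 0 h and 7.94 in the mutant at 0 h with upper-quartile factors and 213 without WT 6 h replicate 3. Further ones were 7.78 in the mutant at 0 h and 80.04 in the mutant at 6 h with no filter on low counts and 80.2 without lrx345 6 h replicate 2. The FPKM of *COR413-TM1* in the wild type was 22.9 at 0 h and 131 at 6 h, against the paper's 35.0 and 199. For *COR413-TM1*, values within 1.5 times the paper's were 23.9 in the wild type at 0 h and 133 in the wild type at 6 h with upper-quartile factors and 139 without WT 6 h replicate 2. The FPKM of *KIN2* in the wild type was 84.9 at 0 h, 1366 at 6 h, 213 at 24 h and 159.7 at 72 h, against the paper's 184, 2916, 408 and 318. The mutant had 63.3 at 0 h, 938 at 6 h, 207 at 24 h and 219 at 72 h, against the paper's 129.995, 1904, 388 and 405. None of the alternatives set before the data were examined closed these gaps.

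Of the 46 values read by eye from Fig. 6A, 0 differed.

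The paper lists *KIN2* among the genes with lower expression in the *lrx345* mutant at 6 h. Here its log2 fold change was -0.54 and was not past the threshold, while the fit with no filter on low counts and the fit without WT 6 h replicate 3 placed it past the threshold, as given with the dependence on the processing. Of the genes of Tables S6 and S7, 14 of 160 and 22 of 173, the latter with *KIN2*, were not past the threshold at 6 h, and 3 of 160 (*MPK7*, AT2G21180 and AT5G13900) were not past it at 72 h. Adjusted over each list alone, 152 and 167 were lower at 6 h and 159 of Table S6 were higher at 72 h. The paper gives the genes of Table S7 as not higher in the mutant at 72 h, and 11 of them were higher past the threshold here.

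The paper describes the transcripts of the 6 oxidative stress-responsive genes as steady or slowly rising in the wild type under NaCl and as strongly raised in the mutant. Here the change from 0 h to 72 h in the wild type was 4.87 for *ZAT12*, 3.17 for *SAG14* and 3.15 for *ZAT10* on the log2 scale, *WRKY70* did not change past the threshold (0.13), and the change differed between the genotypes past the threshold for *WRKY70* alone at 72 h. At 24 h the change from 0 h was larger in the mutant past the threshold for *ZAT10*, by 2.57, *ATERF6*, by 2.08, *WRKY70*, by 1.65, and *SAG14*, which is the direction the paper describes.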

Other observations

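The tests of the order of columns in Table S6, of gene length behind the FPKM values and of the time of day at 24 h and 72 h were chosen only after the result was seen.

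Expression in the *lrx345* mutant before NaCl treatment resembled expression in the wild type under NaCl in part, most at 72 h. Of the 1152 genes higher in the mutant at 0 h, 722 were raised by NaCl in the wild type at 72 h and 60 were lowered, and at 6 h 394 were raised and 212 lowered. Both comparisons use the wild type at 0 h, which alone makes them correlate. Across genes, Spearman's rho between the log2 fold changes at 72 h was 0.379 with shared libraries and 0.291 or 0.297 when each comparison used its own wild type library at 0 h. With separate libraries it was lower at the earlier time points, 0.169 or 0.206 at 24 h and 0.156 or 0.173 at 6 h. The genes are not independent replicates, and each side then rests on 1 wild type library. Shared libraries therefore do not account for the whole of the resemblance. The mutant may be in a state before NaCl treatment that the wild type approaches under prolonged NaCl, which is a hypothesis found and tested on the same data. The wild type seedlings at 72 h were also older than at 0 h. Without untreated seedlings at 72 h, age and the time of day remain as explanations for the resemblance.

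No seedlings kept without NaCl were sampled after 0 h, so changes against 0 h also hold any change with the time of day or with age. Of 10 genes of the circadian clock, 6 differed from 0 h in the wild type at 6 h, fewer than the 9 at 24 h and the 9 at 72 h. The later time points are no baseline at the hour of 0 h, as the next test shows, so the time of day at sampling is not excluded for the genes raised by NaCl at 6 h. A test of the time of day at 24 h and 72 h found 7 of the 10 genes with morning genes higher and evening genes lower than at 0 h at both time points in both genotypes. *CCA1* changed by 5.63 and 6.00 and *LHY* by 4.09 and 4.92 on the log2 scale at 24 h and 72 h in the wild type. This is consistent with samples taken nearer to the morning at 24 h and 72 h than at 0 h and 6 h, while an effect of NaCl on the clock cannot be separated from it. The paper's text does not name the hours of sampling. Between the genotypes, 8 of the 10 clock genes differed at 6 h and 7 at 72 h, and for 9 this difference changed between 6 h and 72 h, so the hour is not excluded as a part of changes in the genotype difference either.

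The 8 columns of Table S6 are headed in the order of Table S5, but their values match Table S5 in another order. For 14 genes found in both tables, 0 match as headed and 14 match when the columns are read with the genotypes in alternation. For Table S7, 15 of 15 match as headed. This indicates that the headings of Table S6 are in another order than its values, and the comparisons with Table S6 given here read it in alternating order.

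FPKM of short genes were lower here than in the paper's tables. Across 1425 genes of Table S5 above 1 FPKM in the wild type at 6 h, the ratio of the FPKM here to the paper's rose with gene length, with Spearman's rho of 0.602 over genes, which are not independent replicates. The median ratio was 0.627 for the tenth of genes of at most 775 bases and 0.984 for the tenth of at least 2923 bases. A candidate explanation is that the paper's FPKM used a gene length shortened by the length of the fragments, as Cufflinks can do, and the FPKM here did not. *KIN2*, with 480 bases, and *COR15B*, with 653, are among the short genes. A factor per gene does not alter a ratio between genotypes.

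The first RNA-seq experiment of the paper and the time course share the comparisons at 0 h and 6 h, on other libraries. Over 1583 genes of the listed part of Table S1, Spearman's rho between the log2 fold changes was 0.329 across genes. Of 94 genes that the paper calls higher over 2-fold, 45 were higher here at any fold change, and of 157 that it calls lower, 41 were lower, 10 were higher and 106 did not differ past the threshold. At 6 h (Table S2), rho was 0.581 over 1611 genes, 65 of 73 were higher and 26 of 44 were lower.

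Of the 36 aquaporin genes of Table S3, 28 had enough counts, and at 6 h 14 were lower and 1 higher in the *lrx345* mutant, with a median log2 fold change of -0.33. The higher one was AT1G73190, at 2.12, named after its value was seen. The paper calls 16 lower in its first experiment, of which 14 were lower here. Of the 23 genes of abscisic acid metabolism of Table S4, 21 had enough counts, and at 0 h 4 were higher and 2 lower in the mutant. The higher ones were *AtBG1* (AT1G52400), by 4.99, AT3G21780, AT3G19270 and AT5G20960, and the lower ones AT2G29090 and AT3G43600. All but *AtBG1* were named after their values were seen. Of 3 genes that the paper calls lower, 0 were lower here, and AT5G20960 was higher (0.50, against the paper's -1.84). *AtBG1* is higher in the paper as well, by 5.95. *HAK5* was higher in the mutant at 0 h by 1.44 and did not differ past the threshold at 6 h (-0.38), a change of -1.82 that was past the threshold when tested directly. *KUP11*, which the paper names with *HAK5*, was lower in the mutant at 6 h by -0.41, with an adjusted p from 2.19e-04 to 0.00809 over all alternatives. It is also in Table S7, which the paper chose on these same libraries as lower at 6 h. *COR15A* and *KIN1*, which the paper names for its first experiment, were lower at 6 h (log2 fold changes of -1.48 and -0.94) and higher at 72 h (1.64 and 1.55). Both are also in Table S6, which the paper chose on these same libraries for this pattern. Without WT 6 h replicate 1 the value of *KIN1* at 6 h was -0.72 and not past the threshold.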
